# The oncogenic properties of the *EWSR1::CREM* fusion gene are associated with polyamine metabolism

**DOI:** 10.1038/s41598-023-31576-x

**Published:** 2023-03-25

**Authors:** Heidi Kaprio, Arafat Siddiqui, Lotta Saustila, Vanina D. Heuser, Maria Gardberg

**Keywords:** Oncogenes, Cancer genetics, Cell division, Cell migration, Senescence

## Abstract

The *EWSR1::CREM* fusion gene, caused by a chromosomal translocation t(10;22)(p11;q12), has been discovered in divergent malignancies, ranging from low-grade to highly malignant cancers. The translocation gives rise to a chimeric protein, EWSR1::CREM. The molecular mechanisms behind the oncogenic properties of the EWSR1::CREM protein have not previously been systematically characterized. In this study, we performed transcriptional profiling of the melanoma cell line CHL-1, with depletion of endogenous EWSR1::CREM protein using siRNA mediated knockdown. We found that the expression of 712 genes was altered (Log2 fold-change ≥ 2). We performed pathway analysis to identify EWSR1::CREM mediated pathways and cell studies to examine functional differences brought upon by the knockdown. Altered pathways involved cell cycle and proliferation, this was further validated by the cell studies where cell migration was affected as well. Among the target genes with the greatest downregulation, we discovered ODC1—a well-established oncogenic enzyme that can be pharmacologically inhibited and is essential for polyamine synthesis. We found that the main effects seen upon EWSR1::CREM knockdown can be reproduced by directly silencing ODC1 expression. These findings provide novel insights into pathogenesis of tumors harboring a *EWSR1::CREM* fusion gene, hopefully facilitating the development of novel therapeutic strategies.

## Introduction

Cancer-associated gene fusions include essential driver mutations encoding abnormal chimeric transcription factors. Recurrent gene fusions involving the EWS RNA binding protein 1 (previously Ewing sarcoma breakpoint region 1, EWSR1) and the CREB family of transcription factors cAMP responsive element binding protein 1 (CREB1), activating transcription factor 1 (ATF1) and cAMP responsive element modulator (CREM) have been found in several histologically and phenotypically dissimilar malignancies, such as mesothelioma^1^, clear cell sarcoma^2^ and melanoma^3^. The most common fusion involving *EWSR1* and the *CREB* family is *EWSR1::ATF1*^4^, *EWSR1::CREM* (Fig. 1) is as common as *EWSR1::CREB1*, but far less studied. The prevalence of the *EWSR1::CREM* fusion gene in cancer has been estimated at 0.05%^4^. Of the 19.2 million new cancer cases per year worldwide, this would mean annually nearly 10,000 new patients affected^5^.

**Figure 1:**
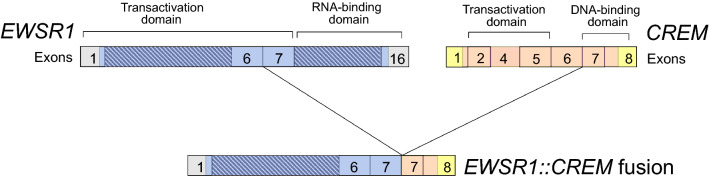
A schematic picture of the *EWSR1::CREM* fusion gene. Based on the work of Giacomini et al.^3^.

Fusion genes involving *EWSR1* typically encode aberrant transcription factors that alter gene expression. *EWSR1* provides a powerful transcriptional activation domain, while the transcription factor provides DNA binding. The fusion protein is usually transcriptionally highly active, altering gene expression levels and target gene specificity may be changed^6^. Despite this knowledge, the transcriptional activities of the fusion protein EWSR1::CREM are largely unexplored. The melanoma cell line CHL-1 is to our knowledge the only cell line harboring this mutation and expressing the fusion protein^3^, contributing means for such investigation.

In this study, we characterize the transcriptomic activities of the EWSR1::CREM chimeric protein in the CHL-1 cell line, using siRNA mediated knockdown of expression. Herein, we confirm that pivotal oncogenic pathways maintained by EWSR1::CREM involve cell replication. Loss of EWSR1::CREM protein is accompanied by downregulation of a multitude of genes, some of which are predicted target genes of CREM. Importantly, we identify that loss of ornithine decarboxylase (ODC1), an enzyme with critical involvement in polyamine synthesis, as an important mediator of the phenotype observed upon EWSR1::CREM knockdown.

## Materials and methods

### Cell culture

The commercially available cell lines CHL-1 (human melanoma), HEK-293 (human embryonic kidney), PC-3 (human prostate carcinoma), and WM-164 (human melanoma) were obtained from American Type Culture Collection (Manassas, VA, USA). All the cell lines were maintained in DMEM supplemented with 10% fetal bovine serum 5 mM ultraglutamine and 100 U/ml penicillin–streptomycin (Gibco; Carlsbad, CA, USA). ). The cells were regularly tested for mycoplasma contamination using MycoAlert® Mycoplasma Detection Kit (Lonza; Basel, Switzerland).

### Knockdown experiments

The *CREM* and *ODC1* transcripts were knocked down using 50 nM of human CREM small interfering RNA (siRNA) (sc-37700, Santa Cruz Biotechnology; Dallas, TX, USA) and ODC1 siRNA (s9823, Silencer Select ®, Ambion). A mix of three different non‐targeting siRNA (sc-37007, sc-44230, and sc-44231, Santa Cruz Biotechnology) was used as control. Cells were transfected using Dharmafect 4 transfection reagent (Dharmacon Research; Lafayette, CO, USA) according to the manufacturer’s instructions. The knockdown efficacy was examined 48 h after transfection by western blotting. The experiments were repeated at least three times.

### Western blotting

Cells were harvested and lysed with M-PER Mammalian Protein Extraction Reagent (Thermo Fisher) supplemented with protease inhibitors (Roche). Protein concentrations were measured using BioRad Bradford protein assay (Bio-Rad; Hercules, CA, USA) according to manufacturer's instructions. Equal amounts of proteins in Laemmli buffer were separated on 4–20% polyacrylamide PROTEAN® TGX™ Precast Protein Gels (Bio-Rad) and transferred to 0.2 µm nitrocellulose membrane using the TRANS-Blot Turbo Transfer System (Bio-Rad). Membranes were blocked with 5% dry milk in Tris-buffered saline (TBST) and probed overnight with primary antibodies diluted in the same solution. Our western blot membranes were cropped and incubated with different antibodies or the membranes were probed and reprobed after stripping. All original blots or replicates can be found in the Supplementary information—Original blots. Primary antibodies used in the western blotting were: mouse monoclonal anti-CREM (1:1000; clone 3B, Novusbio; Littleton, CO, USA), mouse monoclonal anti-CREB (LB9,1:1000, Abcam), mouse monoclonal anti-ODC1 (1:1000; Clone OTI1G6; OriGene), mouse monoclonal anti-Cyclin B1 (D5C10, 1:1000, Cell Signaling Technology; Danvers, MA, USA), mouse anti- proliferating cell nuclear antigen (PCNA) (PC10, 1:2000, Cell Signaling Technology), rabbit anti-Wee1 (1:1000, Cell Signaling Technology), rabbit anti-KIF11 (1:1000, Proteintech), rabbit monoclonal recombinant anti-c-Myc[Y69] (1:1000, Abcam), rabbit polyclonal anti-SAT11:1000, Proteintech) and mouse monoclonal anti-α-Tubulin (B-5-1-2, 1:2500, Sigma-Aldrich; St. Louis, MO, USA) or HRP-conjugated glyceraldehyde-3-phosphate dehydrogenase (GAPDH) (1:5000, Abcam) as control for protein loading. The secondary antibodies were HRP-conjugated swine anti-rabbit immunoglobulins and rabbit anti-mouse immunoglobulins diluted in blocking-solution (1:2500, Dako; Glostrup, Denmark). The membranes were washed three times with TBST between antibody incubations. Bound proteins were detected by enhanced chemiluminescence using ChemiDocTM Gel Imaging System (Bio-Rad).

### Cell stainings

Cells were cultured overnight on gelatin precoated coverslips and fixed with paraformaldehyde 4% for 10 min in room temperature. After incubation with block (PBS 5% BSA, 0.5% triton) for 30 min, coverslips covered with monoclonal mouse anti-CREM (clone 3B; Novusbio) diluted 1:100 in block, for 1–2 h, in room temperature. The coverslips were washed three times with PBS incubated with the Alexa Fluor 568 goat anti-mouse IgG (1:500, Invitrogen; Waltham, MA, USA). For visualization of actin filaments the cells were incubated with Phalloidin Alexa 488 diluted 1:500 in block for 1 h, at room temperature. The mounting medium contained DAPI for staining nuclei (ProLong® Gold Antifade Mountant with DAPI, Life Technologies; Carlsbad, CA, USA). After each staining step, the cells were washed three times with PBS. Images were taken with a Nikon Elipse Ni fluorescence microscope (Nicon; Tokio, Japan) and analysed with ImageJ v1.53f51 software (http://rsbweb.nih.gov/ij/).

### Senescence‐associated β‐galactosidase staining

After siRNA treatment, the cells were cultured overnight on gelatin precoated coverslips and fixed with paraformaldehyde 4% for 10 min at room temperature. Senescence‐associated β‐galactosidase staining was carried out overnight using the Senescence Cells Histochemical Staining kit (Sigma-Aldrich) according to the manufacturer instructions. All the samples were stained in duplicate and mounted in medium contained DAPI. The number of SA β‐galactosidase‐positive cells was counted and expressed as a percentage of DAPI positive cells. The experiments were repeated at least three times.

### Proliferation assessment

Cell proliferation was evaluated by calculating the percentage of Ki67 positive cells stained with mouse anti-Ki67 antibody (Dako) (1:200) followed by Alexa Fluor 568 goat anti-mouse IgG (1:500, Invitrogen). Images were taken with a Nikon Elipse Ni fluorescence microscope and analyzed with ImageJ v1.53f51 software. The number of Ki67-positive cells was counted and expressed as a percentage of DAPI positive cells. The experiment was done at least three times.

### Wound healing migration assay

After 48 h of siRNA treatment, confluent cells (40 × 10^3^) were grown overnight in 96-well Essen BioScience ImageLock microplates (Essen Bioscience; Ann Arbor, MI, USA) precoated with geltrex (Gibco). Wounds were precisely made by the 96-pin Wound-Maker provided with the IncuCyte S3 (Essen Bioscience). After washing once with PBS to remove the detached cells, 100 μL of complete medium was added and the cells were placed in the IncuCyte S3. The wound images were automatically acquired from the incubator at 2 h intervals for up to 72 h, depending on the cell line. The kinetics of the wound closure was analyzed by IncuCyte software (Essen Bioscience). The experiment was repeated four times.

### Transcriptome analysis

To investigate the changes caused by EWSR1::CREM knockdown in CHL-1 cells, we carried out a transcriptome analysis (RNA sequencing) of samples from triplicate experiments. Cells (500 × 10^3^) were plated on twelve-well plates, treated with Control or CREM siRNA and, after 48 h, RNA samples were collected and purified using the NucleoSpin RNA/Protein Kit (Macherey-Nagel; Allentown, PA, USA) according to the manufacturer's protocol. A total of 100 ng/per sample was sent for sequencing in the Turku Centre of Biotechnology sequencing core, Turku, Finland, using the Illumina HiSeq 2500 sequencing (Illumina; San Diego, CA, USA).

Results were normalized according to GAPDH expression and mean gene expression levels are reported as reads per kilobase per million (RPKM) values. For the purposes of further analysis, differentially expressed genes were subjected to a cut off of false discovery rate (FDR) < 0.05 and transcripts with Log2 Fold Change (FC) ≥ 2 or < 2 and *P* ≤ 0.05 were considered as significantly upregulated or downregulated. The volcano plot visualizing the transcriptome analysis results and cut off choices was created using the publicly available online application The VolcaNoseR: https://huygens.science.uva.nl/VolcaNoseR/^7^.

### Functional analysis and target gene prediction

Functional analysis from the Gene Ontology (GO) database^8^ was performed using the MetaScape tool publicly available at https://metascape.org^9^. Heat maps with the genes expressed in the enriched pathways were created using the publicly available online program HeatMapper: http://heatmapper.ca^10^. The list of genes of the CREM transcription factor predicted using known transcription factor binding site motifs was obtained from the TRANSFAC Predicted Transcription Factor Targets dataset https://maayanlab.cloud/Harmonizome/gene_set/CREM/TRANSFAC+Predicted+Transcription+Factor+Targets^11^ (accessed Aug. 2021). Data regarding the druggability of proteins encoded by the predicted target genes was gathered from The Drug Gene Interaction database which is publicly available online https://dgidb.org/^12^.

### Cell cycle analysis

48 h after siRNA treatment the cells were incubated and processed with a Click-iT™ EdU Pacific Blue™ Flow Cytometry assay Kits (Invitrogen) according to the manufacturer’s protocol. Flow cytometry analysis was carried out using BD LSR Fortessa™ (BD Biosciences; Franklin Lakes, NJ, USA) and data were analyzed using Flowing software 2.5.1 (Mr. Perttu Terho, Turku Bioscience Centre, Turku, Finland) to generate percentages of cells in G0/G1, S, and G2/M phases. The experiment was repeated three times.

### Total polyamines

The cellular polyamine content was evaluated 48 h after siRNA treatments using Total Polyamine Assay Kit (Fluorometric; Sigma-Aldrich). Briefly, 250 × 10^3^ pelleted cells supended in 100 µl of Polyamine Assay buffer and homogenized by passing five times through a 31-gauge needle using an insulin syringe. The samples were centrifuged at 10,000 × *g* for 5 min at 4 °C, supernatants were transferred to new tubes and incubated with 2 µl of Sample Clean-up Mix for 30 min at room temperature. After centrifuged once more at 10,000 × *g* for 5 min at 4 °C, 20 µl of the supernatants were used for measurements according to the manufacture instructions. The assay was repeated three times. Results are shown in pmol/50 × 10^3^ cells.

### Statistical analysis

Statistical analyses were performed using Excel (mRNA seq), and VassarStats website, freely available online at http://vassarstats.net/. Differences in mRNA expression, migration, cell cycle phase, Senescent or Ki67 positive percentages between control and CREM siRNA treated cells were investigated using *t*-test. *P* values less than 0.05 were considered statistically significant.

## Results

### Knockdown of EWSR1::CREM and CREM expression in CHL-1 cell line induced senescence and reduced proliferation and migration

Loss of EWSR1::CREM fusion protein in CHL-1 has previously been found to be associated with reduced proliferation, senescence and impaired invasion^3^. To validate these findings, we investigated the cellular properties associated with endogenous expression of EWSR1::CREM in this cell line. For this, we studied the effect of EWSR1::CREM knockdown on cellular properties.

As we have earlier shown, the EWSR1::CREM fusion protein in CHL-1 can be detected as a band of ≈ 55 kDa size^13^. Western blotting showed that the EWSR1::CREM fusion protein was highly expressed, with a stronger band than those representing CREM isoforms. Using a pool of siRNAs targeting the DNA-binding domain of CREM, a striking reduction of EWSR1::CREM and CREM expression was seen in western blotting and cell staining (Fig. 2A). The expression of CREB was not altered. In line with EWSR1::CREM and CREM protein loss, reduction of respective mRNA expression was seen using RT-PCR using fusion specific and CREM primers (data not shown). After knockdown, cell shape shifted from spindle-like to a more enlarged and irregular shape, characteristic of cellular senescence^14^ (Fig. 2B).

**Figure 2:**
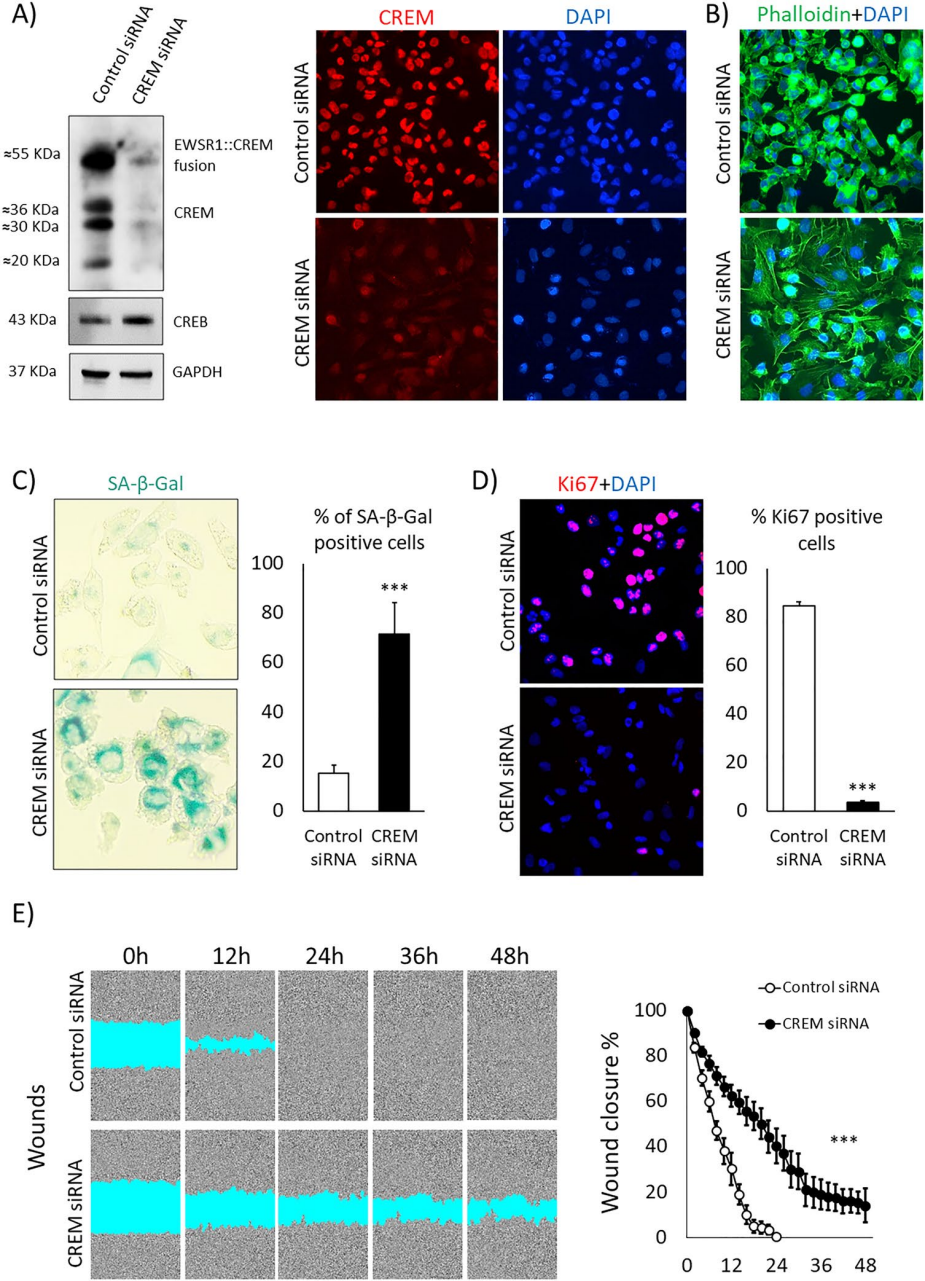
Effects of CREM knockdown in the CHL-1 cell line. (**A**) Western blotting and cell staining after CREM siRNA treatment. The blots are cropped and original blots can be found in Supplementary information—Original blots Supplementary Figs. S2 and S3. (**B**) Cell morphology after CREM knockdown. (**C**) Senescence assessed with SA β‐galactosidase staining after CREM knockdown, confirming loss of proliferation from 84 to 4%. (**D**) Immunostaining for the proliferation marker Ki67 after CREM siRNA treatment. (**E**) Wound healing assay after CREM knockdown. ***P ≤ 0.001 (*t*-test).

Next, we measured SA β‐galactosidase positivity, which is a biomarker for senescence, and performed Ki67 staining to measure proliferation. In the CREM knockdown samples, SA β‐galactosidase positivity was substantially increased, indicating senescence (Fig. 2C) and the number of Ki67 positive cells was synchronously reduced (Fig. 2D). Migration was tested by wound healing assay, a significant delay in wound closure was seen after CREM knockdown (Fig. 2E).

### mRNA sequencing analysis identified cell cycle/mitosis pathways regulated by ESWR1-CREM and CREM in CHL-1 cells

Ideally, the effects of endogenous EWSR1::CREM protein would be studied in a cancer cell line that does not express CREM. However, CREM is ubiquitously expressed, and no such cell line has to our knowledge been discovered. Therefore, we went on to identify genes and pathways primarily regulated by the highly expressed EWSR1::CREM fusion protein in CHL-1 cells considering that a minority of the transcriptional alteration is likely attributable to the wildtype CREM protein. 

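CREM, a cAMP-responsive transcription factor and the gene against which the siRNA was directed, was measured at 268, 286 and 287 CPM (counts scaled to library size) in the 3 control siRNA libraries of CHL-1 cells, an established melanoma line. The 3 CREM siRNA libraries had 14.8, 16.9 and 15.5 CPM of CREM, or 5.62% of the control mean. On the log2 scale CREM fell by 3.71 (standard error 0.0567, adjusted p = 3.43e-12 from limma). Every CREM siRNA library lay below every control siRNA library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). EWSR1, the RNA-binding protein gene that forms the other part of the fusion, was at 145 ± 7.58 CPM (SD, n = 3) with control siRNA and at 131 ± 7.61 CPM (SD, n = 3) with CREM siRNA. Its log2 fold change of -0.15 (adjusted p = 0.0404 from limma) turned positive, at 0.045 and 0.12, when libraries were scaled by GAPDH and by reference genes other than GAPDH. CREB1, the paralog of CREM that binds the same cAMP response element, rose from 41.0 ± 0.710 to 71.9 ± 2.85 CPM (log2 fold change 0.67, adjusted p = 1.34e-06 from limma). CREM lies on chromosome 10 of GRCh38 from 35126791 to 35212958. The gene-level values do not part reads of the fusion transcript from those of CREM and EWSR1. For these libraries, cells were treated with 50 nM siRNA and harvested after 48 h, and 100 ng of RNA per sample was sent for mRNA sequencing. The paper gives 5 mM glutamine in the growth medium and the sample labels give 2 mM. The authors deposited CPM and RPKM, which is CPM divided by transcript length in kb, for each library, and whole reads could be recovered from the CPM values (100% of values within 0.001 of a whole read). The control siRNA libraries held 17221794, 24341121 and 23897436 reads, and the CREM siRNA libraries held 29793837, 23793186 and 24627787. GAPDH, the glycolytic enzyme gene used for normalization, was at 1517, 1591 and 1586 CPM against 1298, 1310 and 1501 CPM, so the deposited values were not held constant for it. Reads of 13 protein genes of the mitochondrial genome were 4.91 to 5.72% of all reads with control siRNA and 5.91 to 6.20% with CREM siRNA. The tests used log2(RPKM + 1) of 12407 genes with a mean of at least 1 RPKM, and the added 1 makes the changes of low genes smaller. The paper speaks of triplicate experiments, but neither it nor the labels say whether the libraries of a group came from separately grown cultures. The p-values therefore measure only the spread between these libraries, which may be technical.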

We performed mRNA sequencing to compare the transcriptomes of ESWR1::CREM and CREM silenced CHL-1 cells with control siRNA treated CHL-1 cells. As a result, we found that as many as nearly 14 000 genes were differentially expressed after EWSR1::CREM and CREM knockdown (data available at Gene Expression Omnibus repository, accession number GSE210911).

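Of the 12407 genes tested, 9102 (73.4%) differed between CREM siRNA and control siRNA at an adjusted p under 0.05 from limma, 4544 of them higher and 4558 lower after knockdown. The median size of these changes was 0.49 on the log2 scale, and 715 genes rose and 1098 fell by at least 1. The 3 CREM siRNA values did not overlap the 3 control siRNA values at 9454 genes (76.2%), where chance alone gives 10%. Among 9 genes of the CREB family, its coactivators and the fusion partner, 4 were higher, 3 were lower and 2 did not pass (the same counts when adjusted over the list alone). The CREB list did not stand apart from other genes (camera, adjusted p = 0.638, and 0.769 with an estimated correlation). Its median log2 fold change was 0.05 and its mean -0.19, with CREM itself a member, and with scaling by GAPDH and by reference genes 6 were higher and 1 was lower (medians 0.23 and 0.29). CRTC1, a coactivator that carries cAMP signals to CREB, had a log2 fold change of 0.81, and CREBBP, the acetyltransferase that binds phosphorylated CREB, one of 0.60. CRTC3, another coactivator, had a log2 fold change of -0.19, which was 0.047 with scaling by reference genes. Of 72 genes of cytosolic ribosomal proteins, which serve protein synthesis in every cell, 19 were higher, 11 were lower and 42 did not pass (14 higher and 10 lower when adjusted over the list alone). Their camera adjusted p was 0.338, between 0.0108 and 0.762 over the alternatives, and 0.856 with an estimated correlation. RPL22 was among the higher ones, at 0.57, and RPLP0 among the lower ones, at -0.53. Of 13 protein genes of the mitochondrial genome, which encode parts of the respiratory chain, 7 were higher, 1 was lower and 5 did not pass (the same counts adjusted over the list alone; 10 and 12 higher with scaling by GAPDH and by reference genes; camera adjusted p = 0.252, and 0.714 with an estimated correlation). ND1, a subunit of complex I, rose by 0.71 and ND6, of the same complex, fell by 0.60. Of 19 reference genes often taken as constant, 11 were lower, 5 were higher and 3 did not pass, also when adjusted over the list alone (camera adjusted p = 0.284, and 0.503 with an estimated correlation). Scaled by GAPDH or by the other genes of this list, 8 were lower and 8 higher. Among the 19 were TUBA1B, a tubulin (-1.68), HPRT1, of purine salvage (-1.21), and B2M, of MHC class I (0.81). Scaling the libraries by GAPDH moved the median of all genes by 0.17 and gave 5809 higher and 2967 lower genes. Scaling by the reference genes without GAPDH moved it by 0.24 and gave 6945 higher and 2881 lower. With these scalings 49 and 57 of the ribosomal protein genes were higher and 3 were lower, so the direction of changes no larger than these shifts depends on the scaling.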

To filter the gene list, we adopted criteria based on significant difference of *P* ≤ 0.05 and Log2 fold-change ≥ 2. 

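The largest decreases after knockdown were those of LINC00836, a long noncoding RNA that fell from 510 ± 22.1 to 1.97 ± 0.892 CPM (SD, n = 3 libraries each), and of STC1, a secreted glycoprotein hormone that fell from 556 ± 11.8 to 2.77 ± 0.188 CPM. PCK1, the gluconeogenic enzyme gene known as a target of CREB, fell from 328 ± 9.05 to 1.76 ± 0.254 CPM. Also among the 12 named for the largest decreases were SH2D7, LINC01151, DACT2, FST (follistatin, an activin antagonist), WSCD2, PNLIPRP3, ABLIM1 (an actin-binding protein), IGSF21 and IL6 (a cytokine). Their log2 fold changes ran from -6.74 for LINC00836 to -4.34 for IL6. FST was the most abundant of them before knockdown, at 1556 ± 109 CPM, and was at 45.5 ± 4.99 CPM after it. The largest increase was that of ANGPTL7, an angiopoietin-like secreted protein, which had 3, 2 and 11 reads with control siRNA and 2075 ± 72.1 CPM with CREM siRNA. ANGPTL7 lies within MTOR on the opposite strand, and whether strand was used in counting is not given in the sources used here. SEMA3C, a secreted semaphorin, rose from 4.61 ± 0.308 to 319.9 ± 19.3 CPM. ENPP2 (autotaxin, which makes lysophosphatidic acid) rose from 145 ± 17.5 to 2420 ± 172 CPM. Other genes among the largest increases were the noncoding RNA BANCR, the polo-like kinase gene PLK2, the proapoptotic gene BMF, ACAN (aggrecan), SCRG1, TCN1, CYP1B1 (log2 fold change 3.52) and the acetyltransferase gene KAT2B. At P of at most 0.05 and a log2 fold change of at least 2 or at most -2, 464 genes were selected by limma, 132 higher and 332 lower, and 179 higher and 251 lower with scaling by reference genes. All 464 also had an adjusted p under 0.05. This number was 769 with 0.1 added in place of 1, 713 on the CPM values, 820 with an equal-variance test on unlogged values, 1269 with edgeR (507 higher and 762 lower) and 1283 with DESeq2 (509 higher and 774 lower).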

With this scheme, we identified 712 genes for functional analysis. This selection of data is visualized by a volcano plot, Fig. 3A.

**Figure 3:**
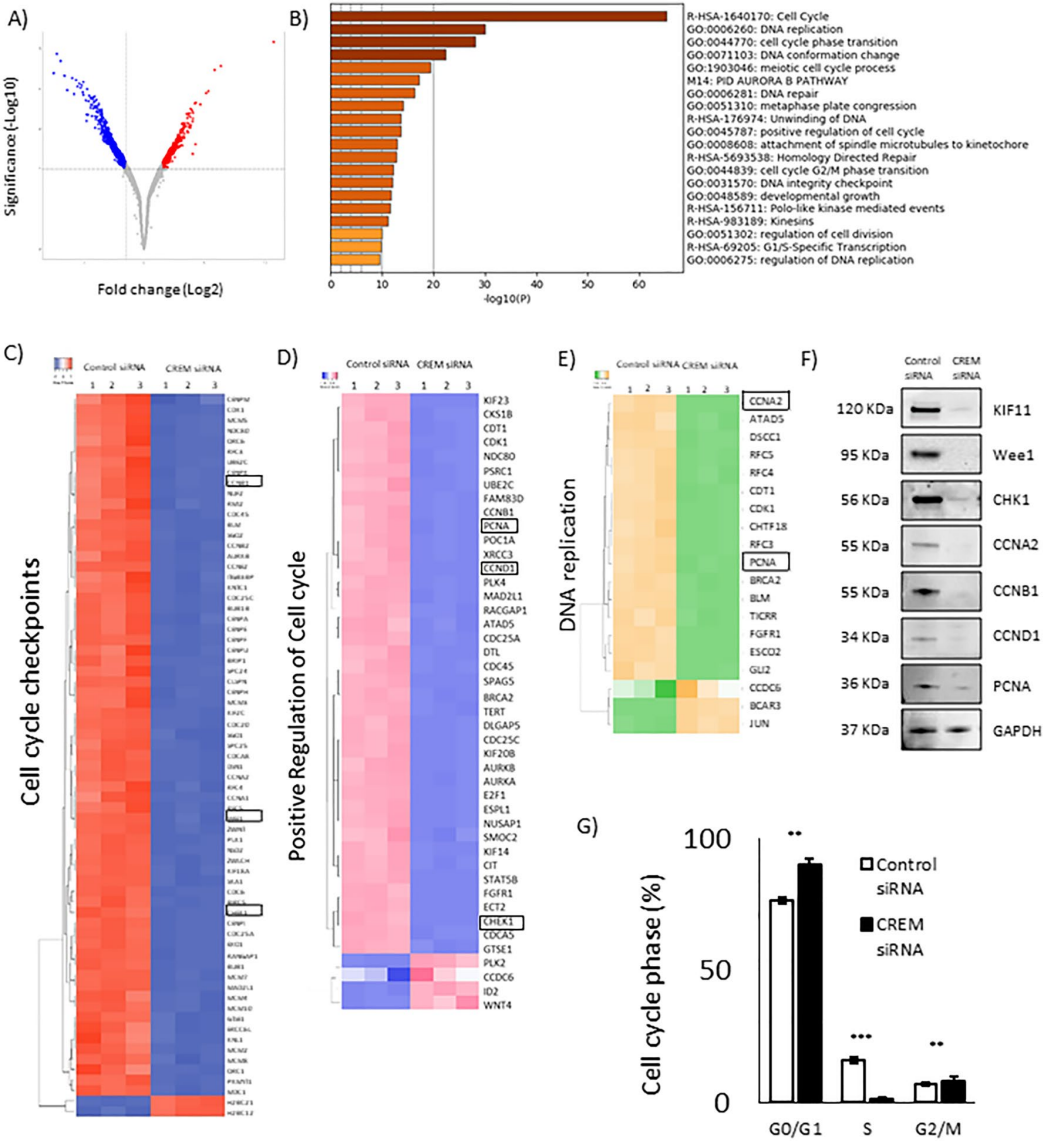
mRNA sequencing of CHL-1 cells treated with control and CREM siRNA. (**A**) Volcano plot for visualization of data selection: red for selected upregulated genes, blue for selected downregulated genes and grey for omitted genes based on significance and fold change. (**B**) Top 20 gene clusters enriched by CREM knockdown. Heatmaps of differentially expressed genes ≥ twofold change upon CREM Knockdown via CREM siRNA, with most being downregulated (upper rows) and small portion of upregulated genes (bottom rows) for (**C**) Cell cycle check points, (**D**) Positive Regulation of Cell cycle and (**E**) DNA replication. (**F**) Cell cycle markers presented in the heatmaps were investigated protein level in western blotting, GAPDH was used as protein loading. The blots are cropped and original blots/replicates can be found in Supplementary information—Original blots Supplementary Figs. S2, S4, S5, S6, S7. (**G**) Cell cycle analysis results presented by cell phases. **P ≤ 0.01 and ***P ≤ 0.001 (*t*-test).

To analyze pathways altered, we performed a Metascape functional analysis of these 712 genes. This analysis revealed that ESWR1-CREM and CREM knockdown altered pathways involved in cell cycle, DNA replication and cell cycle phase transition and other pathways (Fig. 3B).

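MCM5, a subunit of the helicase that opens DNA, fell from 83.9 ± 5.29 to 8.86 ± 0.874 CPM (SD, n = 3 libraries each), and CDC6 and GINS2, which load and activate this helicase, had log2 fold changes of -3.40 and -3.42. Of 45 genes of DNA replication, 44 were lower and 1 was higher, the kinase gene CDC7 at 0.57 (the same counts when adjusted over the list alone). Their median log2 fold change was -2.11 (camera against all other genes, adjusted p = 8.35e-17, and adjusted p = 0.0563 with an estimated correlation). TOP2A, the topoisomerase that untangles chromosomes, fell from 374 ± 9.25 to 30.9 ± 1.48 CPM, and PLK1, CDC20 and AURKB, which drive the passage through mitosis, had log2 fold changes of -3.13, -3.41 and -3.44. All 55 genes of G2/M and mitosis were lower, also when adjusted over the list alone (median -2.72; adjusted p = 2.71e-24 from camera, and adjusted p = 0.0563 with an estimated correlation). Among 18 genes of G1/S transition and E2F activity, 14 were lower, 1 was higher and 3 did not pass (15 lower when adjusted over the list alone; median -1.23, and -0.71 with a mean of at least 5 RPKM; camera adjusted p = 2.06e-05, and adjusted p = 0.0872 with an estimated correlation). MYBL2, a transcription factor of S phase, and E2F1 had log2 fold changes of -3.47 and -2.55, and the cyclin gene CCND3 was higher at 0.37. CDK4, the partner of D-type cyclins, did not pass at -0.05 (adjusted p = 0.336 from limma) and was at 0.14 and 0.22 with scaling by GAPDH and by reference genes. Of 25 genes of DNA damage checkpoints and repair, 22 were lower, 1 was higher and 2 did not pass (the same counts adjusted over the list alone; median -1.82; adjusted p = 4.19e-09 with camera, and adjusted p = 0.0563 with an estimated correlation). RAD54L and EXO1, of homologous recombination and end resection, fell by 2.91 and 2.81, whereas ATM, the damage-sensing kinase, rose by 0.26. With an estimated correlation between members, no list of the 30 tested passed 0.05 after adjustment in camera, and 8 had an unadjusted p under 0.05. The paper had already reported altered cell cycle pathways from these same libraries. Each of the lists of replication, G1/S, G2/M and repair holds genes that it names, such as PCNA, CCND1, CCNB1 and CHEK1. The results of these lists are therefore not independent evidence for that report.

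**Figure D1:**
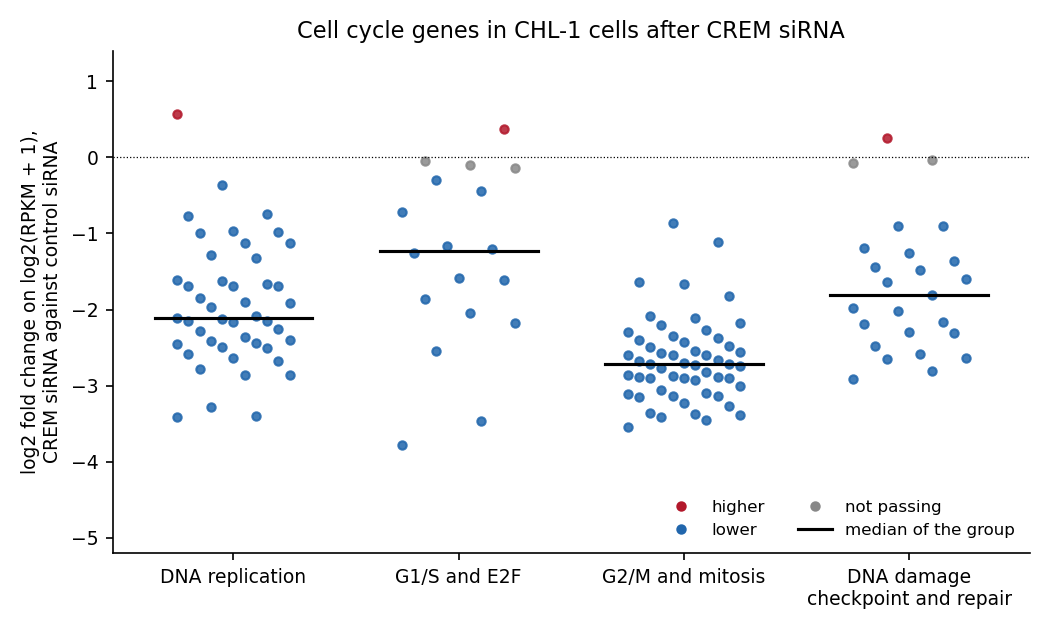
Log2 fold change of log2(RPKM + 1), CREM siRNA against control siRNA (vertical axis), of each tested gene in 4 groups of cell cycle genes, with 1 point per gene, blue for lower, red for higher and grey for not passing, and a line at the median of each group. All 55 genes of G2/M and mitosis lie below 0, and the 3 red points are CDC7, CCND3 and ATM.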

Heatmaps of genes in representative pathways of cell cycle checkpoints, positive regulation of cell cycle, and DNA replication are shown in Fig. 3C,D and E. The vast majority of the genes were downregulated in these three pathways after EWSR1::CREM and CREM knockdown.

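MKI67, the gene of the proliferation marker Ki-67, was at 319 ± 23.2 CPM (SD, n = 3 libraries) with control siRNA and at 25.8 ± 1.55 CPM (SD, n = 3) with CREM siRNA, a log2 fold change of -3.09 (adjusted p = 2.3e-11 from limma). CCND1, the cyclin of G1, fell from 494 ± 17.6 to 31.7 ± 2.65 CPM, the largest decrease among the 7 genes that the study also examined by immunoblotting (log2 fold change -3.78, standard error 0.0600, adjusted p = 4.24e-12 from limma). PCNA, the sliding clamp of DNA polymerases, fell from 127 ± 9.82 to 11.8 ± 2.09 CPM. CCNA2 and CCNB1, the cyclins of S phase and mitosis, fell by 2.92 and 2.86 on the log2 scale, and the checkpoint kinase genes CHEK1 and WEE1 by 2.31 and 2.17. With KIF11, a kinesin of the mitotic spindle, all 7 were lower, also when adjusted over the list alone (camera, adjusted p = 2.91e-05, and adjusted p = 0.0872 with an estimated correlation). This is not independent evidence, because the study chose the 7 genes on these libraries. BCAR3, an adaptor protein, was among the few heatmap genes drawn as upregulated and rose from 22.0 ± 0.188 to 118 ± 4.78 CPM. ID2, an inhibitor of differentiation factors, rose from 9.92 ± 0.938 to 56.5 ± 3.31 CPM, and the histone genes H2BC21 and H2BC12 had log2 fold changes of 2.96 and 2.26. CCDC6 changed little, with a log2 fold change of 0.18 (adjusted p = 0.0337 from limma) that is about the size of the shift of all genes under GAPDH scaling. WNT4, a secreted signaling protein, stayed below the minimum mean of 1 RPKM and was not tested, with 10, 17 and 16 reads under control siRNA and 215, 154 and 218 under CREM siRNA.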

Next, we wanted to validate identified downstream genes at protein level using immunoblotting. We chose the following genes: two G2 checkpoint markers; WEE1 G2 checkpoint kinase (WEE1) and Cyclin B1 (CCNB1), G1 checkpoint marker Cyclin D1 (CCND1), G1 and G2 checkpoint marker: Cyclin A2, (CCNA2), Checkpoint kinase 1 (CHK1) that is responsible for checkpoint mediated cell cycle arrest in response to DNA damage or the presence of unreplicated DNA, representing one of the kinesins—Kinesin family member 11 (KIF11) and proliferation marker Proliferating cell nuclear antigen (PCNA). The results confirmed the reduction of all of the chosen gene products further validating our results. (Fig. 3F).

As cell cycle was the main process affected by EWSR1::CREM and CREM knockdown in CHL-1, we conducted cell cycle analysis to investigate the phase that would be altered. In this analysis, we found that the proportions of cells in S and G2/M phases were reduced after the knockdown of EWSR1::CREM and CREM, while the proportion of cells in the G0/G1 phase increased from 77 to 91% as cells were not able to progress from G1 or became senescent (Fig. 3G). FACS analysis showed that CREM knockdown inhibits S phase progression in CHL-1 cells.

### Wild type CREM knockdown reduced proliferation in HEK293, PC-3, and WM164 cells

The cell cycle was the main cellular process affected by EWSR1::CREM and CREM knockdown in CHL-1 cells. We wondered if CREM knockdown in cell lines lacking the constitutionally active fusion protein would result in a similar effect. To interrogate the effect of CREM knockdown on non-malignant and malignant cells, we used three cell lines: Human embryonic kidney cell line HEK 293, human prostate carcinoma cell line PC-3, and human melanoma WM164 cell line.

Cells were transfected with CREM siRNA for 48 h. Reduced expression of CREM protein was confirmed by immunoblotting (Fig. 4A). Bands corresponding to CREM predicted size were clearly weaker after knockdown, with most efficient loss of CREM seen in PC-3 and WM164 cells. Morphologically, no significant alterations could be observed (Fig. 4B). Neither was a significant change observed in the frequency of senescent cells (data not shown). Proliferation was assessed using Ki67 staining and quantification of positively stained nuclei. The knockdown of CREM resulted in a modest reduction in proliferation in HEK-293, PC-3, and WM164 (Fig. 4C). In the wound healing assay, a slight delay in migration was observed solely in HEK-293 cells after CREM knockdown (Fig. 4D). No effect was observed in PC-3 or WM164 cells.

**Figure 4:**
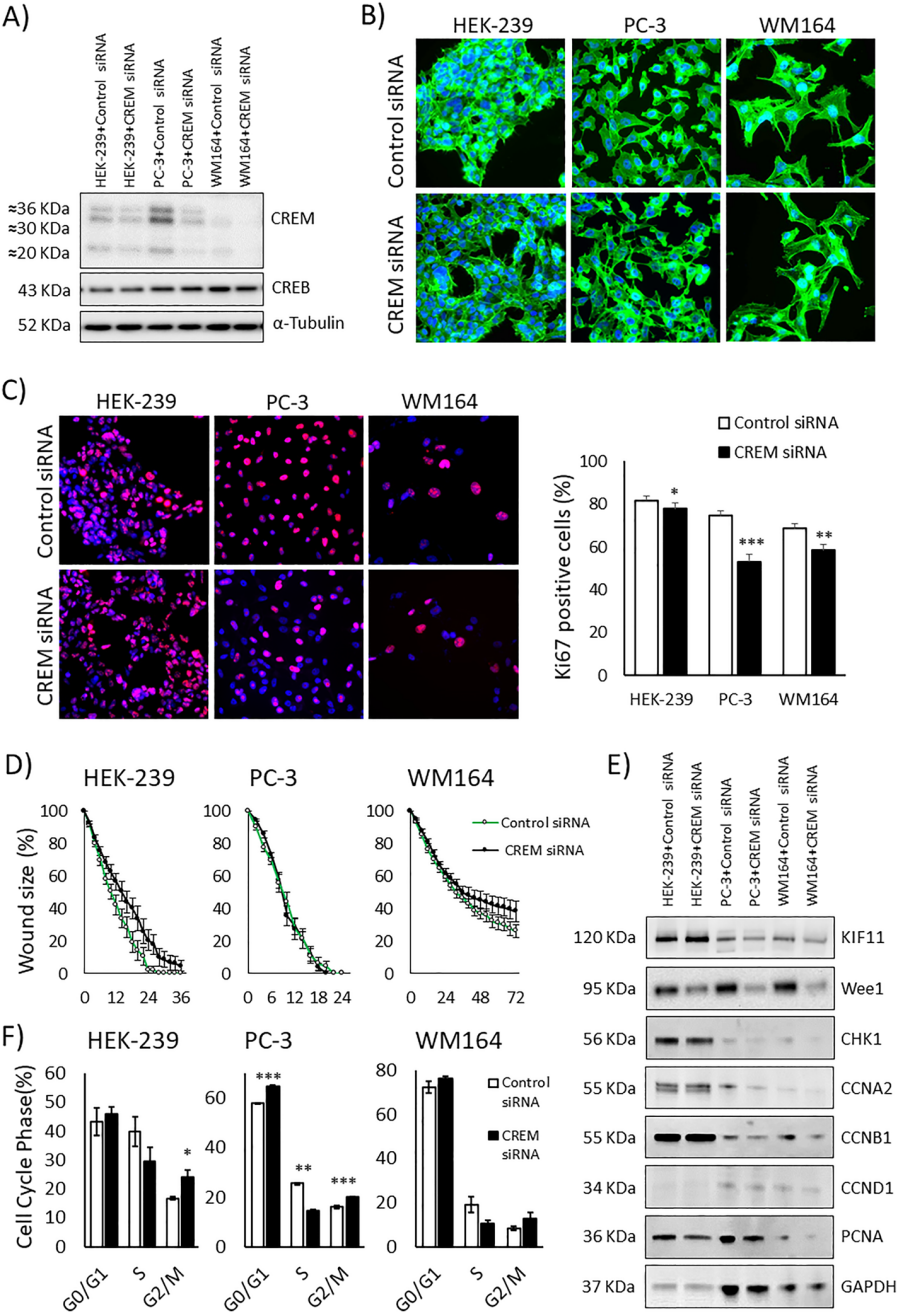
Wild type CREM knockdown. (**A**) Immunoblot showing Wild type CREM knocked down in HEK-293, PC3, and WM164 after treatment with CREM siRNA for 48 h. The blots are cropped and original blots can be found in Supplementary information—Original blots Supplementary Fig. S8. (**B**) Cell morphology in HEK-293, PC3, and WM164 cell lines after the reduction in CREM levels. (**C**) Proliferation assessed with Ki67 after CREM siRNA in HEK-293, PC3, and WM164 cell lines, it resulted with proliferation of loss from 82 to 78%, from 75 to 53%, and from 69 to 58%, respectively. (**D**) Wound healing assay to assess migration after CREM knockdown in HEK-293, PC3, and WM164 cell lines. (**E**) Downstream cell cycle related proteins and their expression measured by immunoblotting after CREM knockdown in HEK-293, PC3, and WM164 cell lines. The blots are cropped and CCNA2 was run in lanes with one empty in between so for this image, the empty lane is removed. Original blots/replicates can be found in Supplementary information—Original blots Supplementary Figs. S2, S4, S5, S6 and S7. (**F**) FACS analysis results after CREM siRNA treatment for HEK-293, PC3, and WM164 cell lines. *P ≤ 0.05, **P ≤ 0.01, and ***P ≤ 0.001 (*t*-test).

In order to investigate if the downstream cell cycle related proteins were altered as seen in the CHL-1 cells, immunoblotting for Wee1, CCNB1, CCND1, CCNA2, CHK1, KIF11 and PCNA was conducted. HEK-293 showed reduction of Wee1 expression. PC-3 showed reduction of Wee1 and CCNA2 expression. WM164 showed reduction of Wee1, CCNB1, CCNA2 and PCNA expression (Fig. 4E). The result reflects the lesser impact of CREM knockdown in these non-fusion bearing cell lines.

To analyze the effects of CREM knockdown on the cell cycle, we conducted FACS analysis. Here, results showed a reduction of cells in S phase after CREM siRNA treatment in HEK-293, PC-3, and WM164 cells (Fig. 4F). Only PC-3 cells demonstrated significant changes in all cell phase groups although all cell types had a similar effect as seen in CHL-1, but of smaller magnitude.

### CREM target genes with altered expression after EWSR1::CREM and CREM loss in CHL-1 cells

Taken together, the results above indicate that the best part of alterations seen upon CREM knockdown in the CHL-1 cell line are attributable to the highly expressed fusion protein EWSR1::CREM, which by structure is predicted to enhance transcription from CREM target genes. The effects of CREM knockdown on cell lines lacking this fusion were, as expected, similar but of lesser amplitude.

The loss of EWSR1::CREM and CREM expression lead to a dramatic loss of proliferation and induction of senescence in CHL-1, but it remained unclear whether this was due to differential expression from direct CREM target genes, or alterations further downstream. In pursuance of direct CREM target genes responsible for the altered phenotype, we reassessed the differentially expressed gene list from our transcriptomic analysis, looking for direct CREM target genes. To identify CREM regulated genes, we used the TRANSFAC Predicted Transcription Factor Targets dataset that can be utilized to identify potential transcription factor binding sites. We found 660 predicted CREM target genes. Among these, 497 genes had been differentially expressed in our transcriptomic analysis of CHL-1 cells with decrease of EWSR1::CREM and CREM expression. From these 497 genes, 248 were significantly changed (*P* ≤ 0.05) (128 downregulated and 120 upregulated), when all fold-changes were considered. Adopting a fold-change cut off of Log2 ≥ 2, we found 23 genes; 18 downregulated and 5 upregulated.

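DACT2, an inhibitor of Wnt signaling, fell from 297 ± 7.88 CPM (SD, n = 3 libraries) with control siRNA to 3.93 ± 0.646 CPM (SD, n = 3) with CREM siRNA, the largest decrease among the 23 genes (log2 fold change -5.16, adjusted p = 1.3e-12 from limma). LRRN1, a leucine-rich membrane protein of neurons, fell from 1954 ± 48.5 to 120 ± 9.65 CPM (log2 fold change -3.96, adjusted p = 2.97e-12 from limma). JUN, a subunit of the AP-1 transcription factor, rose from 17.6 ± 2.96 to 152 ± 7.81 CPM (log2 fold change 2.89, adjusted p = 1.51e-09 from limma). In all, 14 of the 22 genes that could be tested were lower and 8 were higher after knockdown, with no change of direction when libraries were scaled by GAPDH or by reference genes. The kinesin KIF11 (-2.60), the ubiquitin-conjugating enzyme UBE2T of DNA crosslink repair (-2.58), the kinetochore protein SKA1 (-2.49) and the phosphatase PTP4A1 (-2.25) were among the lower genes. The remaining lower genes besides ODC1 were CALCB, RRM1, PEG3, C4orf46, ITGB3BP, RTN4R and CEP78, with log2 fold changes between -2.37 and -1.51. Higher after knockdown besides SAT1 and JUN were the anion channel subunit LRRC8C (2.24), the calpain CAPN3 (2.20), the Wnt inhibitor APCDD1 (1.74), the lysophosphatidic acid receptor LPAR3 (1.37), B3GALT2 (1.26) and LYST (1.20). VEPH1 was below the minimum mean of 1 RPKM, with 1, 0 and 1 reads under control siRNA and 181, 121 and 137 under CREM siRNA. Of the 17 tested genes that Table 1 lists as downregulated, 11 were lower and 6 higher, and of its 5 upregulated genes 3 were lower and 2 higher, the same counts when adjusted over the list alone. The camera adjusted p was 0.0962 and 0.451 for these groups, and 0.311 and 0.667 with an estimated correlation. Over the alternatives it lay between 0.00102 and 0.206 for the first of them, which passed in 5 of 16. These genes were chosen on the same libraries, so the counts are not independent evidence. LRRN1, B3GALT2 and VEPH1 overlap another gene on the opposite strand, and PTP4A1 has processed pseudogenes that can share its reads.

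**Figure D2:**
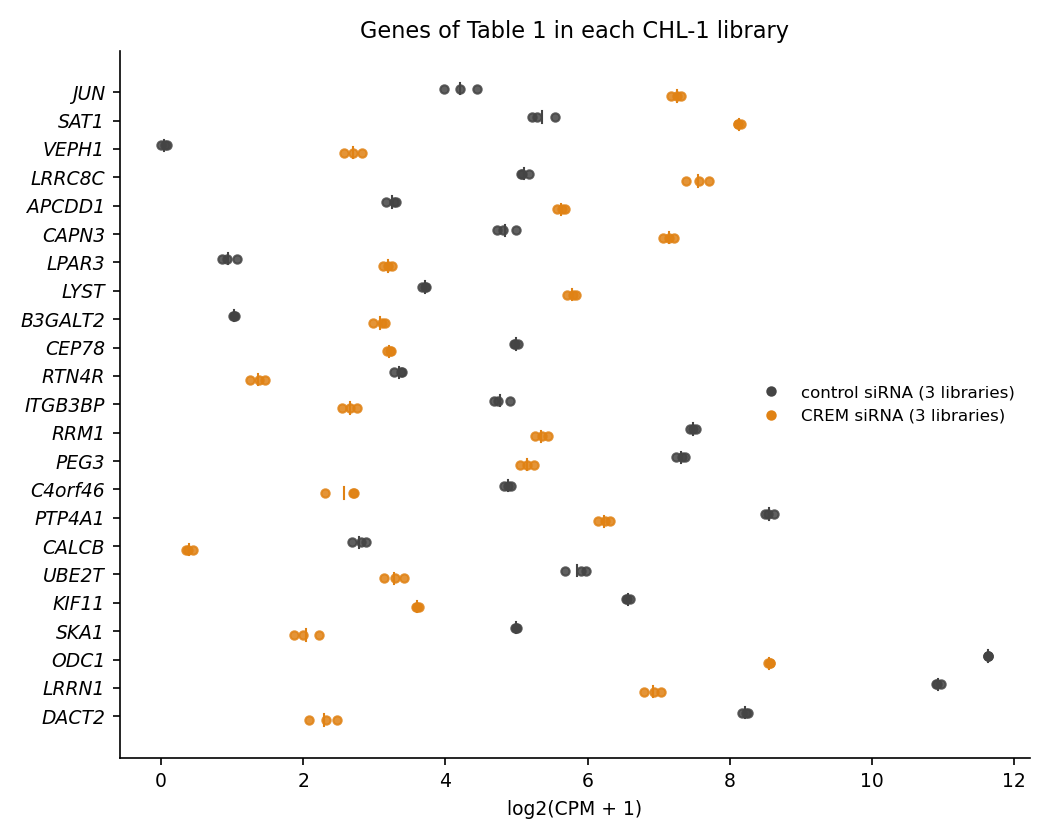
Values of the 23 genes of Table 1 as log2(CPM + 1) (horizontal axis) in the 3 control siRNA libraries (grey) and the 3 CREM siRNA libraries (orange), with 1 point per library and a short line at each mean, ordered by the difference between the groups. For every gene the points of the groups are apart, farthest for DACT2 among the lower genes and for JUN among the higher ones.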

Since the EWSR1::CREM fusion protein is a constitutively active transcription factor, the genes downregulated by EWSR1::CREM and CREM knockdown were of greatest interest. In addition, we listed upregulated genes, since specific isoforms of wild type CREM can repress expression of CREM target genes.

The majority of downregulated CREM target genes are involved in cell cycle related Gene Ontology biological processes according to the freely accessible UniProt website www.uniprot.org/^15^. Eleven out of the 23 predicted target genes are druggable according to The Drug Gene Interaction Database. The predicted CREM target genes differentially expressed upon EWSR1::CREM and CREM knockdown, their biological process and potential druggability are listed in Table 1.

**Table 1:** Predicted CREM target genes that were significantly changed with a fold change of Log2 ≥ 2 after CREM siRNA treatment in the CHL-1 cell line.

Gene	Name	*P*-value	log2FC	RPKM normalized (GAPDH)	Gene ontology—biological process	Druggability
Downregulated						
DACT2	Dishevelled binding antagonist of beta catenin 2	0.0001	− 5.926	299	Multiple, including epithelial cell morphogenesis, negative regulation of cell adhesion and negative regulation of nodal signaling pathway	
ODC1	Ornithine decarboxylase 1	0.0005	− 3.536	3185	Multiple, including polyamine biosynthesis, putrescine biosynthetic process from ornithine and regulation of protein catabolic process	Druggable
KIF11	Kinesin family member 11	0.002	− 3.322	95	Multiple, including cell division, mitotic cell cycle and mitotic centrosome separation	Druggable
SKA1	Spindle and kinetochore associated complex subunit 1	0.001	− 2.886	31	Multiple, including cell division, chromosome segregation and mitotic cell cycle	
SAT1	Spermidine/spermine N1-acetyltransferase 1	0.002	− 2.721	36	Multiple, including putrescine catabolic process, polyamine biosynthetic process and angiogenesis	
VEPH1	Ventricular zone expressed PH domain containing 1	0.002	− 2.701	< 1	Regulation of signal transduction, negative regulation of transforming growth factor beta receptor signaling pathway and negative regulation of SMAD protein signal transduction	
APCDD1	APC down-regulated 1	0.003	− 2.531	6	Hair follicle development and negative regulation of Wnt signaling pathway	
CALCB	Calcitonin related polypeptide beta	0.003	− 2.503	5	Multiple, including G protein-coupled receptor signaling pathway, negative regulation of inflammatory response to antigenic stimulus and cellular calcium ion homeostasis	Druggable
LPAR3	Lysophosphatidic acid receptor 3	0.003	− 2.307	< 1	Multiple, including activation of MAPK activity, positive regulation of collateral sprouting, and chemical synaptic transmission	Druggable
CAPN3	Calpain 3	0.003	− 2.279	26	Multiple, including G1–G0 transition involved in cell differentiation, negative regulation of apoptotic process and negative regulation of transcription, DNA-templated	Druggable
LYST	Lysosomal trafficking regulator	0.004	− 2.261	12	Multiple, including melanosome organization, phagocytosis and protein transport	
RRM1	Ribonucleotide reductase catalytic subunit M1	0.003	− 2.257	177	Multiple, including DNA replication, mitotic cell cycle and cell proliferation in forebrain	Druggable
PEG3	Paternally expressed 3	0.003	− 2.254	165	Multiple, including regulation of gene expression, regulation of transcription by RNA polymerase II and apoptotic process	
B3GALT2	Beta-1,3-galactosyltransferase 2	0.005	− 2.2	1	Multiple, including protein glycosylation, galactosylceramide biosynthetic process and oligosaccharide biosynthetic process	
C4orf46	Chromosome 4 open reading frame 46 (former RCDG1)	0.004	− 2.125	27	N/A	
ITGB3BP	Integrin subunit beta 3 binding protein	0.004	− 2.115	25	Multiple, including cell division, apoptotic process and regulation of transcription, DNA-templated	
RTN4R	Reticulon 4 receptor (former NOGOR)	0.004	− 2.068	9	Multiple, including positive regulation of Rho protein signal transduction, neuronal signal transduction and negative regulation of axonogenesis	Druggable
CEP78	Centrosomal protein 78	0.004	− 2.018	72	Multiple, including G2/M transition of mitotic cell cycle, ciliary basal body-plasma membrane docking and cilium organization	
Upregulated						
LRRN1	Leucine-rich repeat neuronal protein 1	0.0002	4.197	1954	Positive regulation of synapse assembly	Druggable
JUN	Jun proto-oncogene, AP-1 transcription factor subunit	0.002	3.043	18	Multiple, including regulation of cell cycle, regulation of cell population proliferation and angiogenesis	Druggable, Clinically actionable
UBE2T	Ubiquitin conjugating enzyme E2 T	0.003	2.444	57	Multiple, including DNA repair, cellular response to DNA damage stimulus and protein ubiquitination	Clinically actionable
PTP4A1	Protein tyrosine phosphatase 4A1	0.003	2.441	374	Multiple, including cell cycle, multicellular organism development and positive regulation of cell migration	Druggable
LRRC8C	Leucine rich repeat containing 8 VRAC subunit C	0.003	2.396	33	Multiple, including transmembrane transport, protein hexamerization and cellular response to osmotic stress	

Among the CREM target genes downregulated upon EWSR1::CREM and CREM knockdown, the highest relative mRNA expression before knockdown was noted for Ornithine decarboxylase 1 (ODC1). 

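ODC1 transcripts were at 3185, 3177 and 3164 CPM in the 3 control siRNA libraries, a mean of 3175 ± 10.6 CPM (SD, n = 3). The gene, on chromosome 2 of GRCh38 from 10439968 to 10448504, ranked number 12 of all genes by CPM and number 17 by RPKM. LRRN1, the next of the Table 1 genes, lay below it, with ODC1 at 1.62 ± 0.0365 times the CPM of LRRN1 within each control siRNA library (SD, n = 3). The phosphatase gene PTP4A1 was at 374 ± 16.5 CPM, and ODC1 at 10.7 ± 0.304 times the level of DACT2. RRM1, the large subunit of ribonucleotide reductase, came after these at 178 ± 5.05 CPM. After CREM siRNA, ODC1 was at 376 ± 4.36 CPM (SD, n = 3), or 11.8% of its control level. Its log2 fold change was -3.07 (standard error 0.0454, adjusted p = 2.97e-12 from limma), with all 3 CREM siRNA libraries below all 3 control siRNA libraries (exact permutation test, p = 0.1).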

ODC1 is a well characterized enzyme responsible of decarboxylation of ornithine into putrescine^16^. This is the first phase of polyamine biosynthesis, a rate-limiting step that regulates cell proliferation^17,18^. Using western blotting, we established that the reduction of ODC1 mRNA is translated to loss of ODC1 protein (Fig. 5A). 

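SAT1, which acetylates spermidine and spermine for export or breakdown, was at 40.1 ± 5.02 CPM (SD, n = 3 libraries) with control siRNA and at 279 ± 5.05 CPM (SD, n = 3) with CREM siRNA. The log2 fold change of SAT1 was 2.77 (standard error 0.0750, adjusted p = 1.72e-10 from limma). Its reads were 630, 931 and 1088 in the control siRNA libraries against 8168, 6768 and 7099 in the CREM siRNA libraries (exact permutation test, p = 0.1). SAT1 lies on chromosome X of GRCh38 from 23783173 to 23786226. SRM, the spermidine synthase that acts on the product of ODC1, rose from 121 ± 5.56 to 753 ± 19.6 CPM (log2 fold change 2.63, standard error 0.0510, adjusted p = 1.38e-11 from limma). AMD1, which supplies the aminopropyl groups for spermidine and spermine, fell from 85.8 ± 4.06 to 48.0 ± 1.88 CPM. SMS, the spermine synthase, and ARG2, an arginase that makes ornithine, had log2 fold changes of -0.70 and -1.62. Of 10 tested genes of polyamine synthesis, 5 were lower, 2 were higher and 3 did not pass (the same counts when adjusted over the list alone; camera adjusted p = 0.223, and 0.667 with an estimated correlation). The median was -0.26, and with scaling by reference genes -0.013, with 4 higher and 5 lower. SMOX, the spermine oxidase, had a log2 fold change of 1.52. The antizyme OAZ1, which targets ODC1 for degradation, had a log2 fold change of -0.56, the antizyme inhibitor AZIN2 one of 0.85, and SLC3A2, a polyamine exporter subunit, one of -0.76. Of 13 genes of polyamine catabolism, antizymes and transport, 4 were higher, 7 were lower and 2 did not pass (8 lower when adjusted over the list alone; camera adjusted p = 0.662, and 0.727 with an estimated correlation). The median of this list was -0.18 and its mean 0.16, and the median was 0.05 when libraries were scaled by reference genes, so that the sign of the list depends on the measure.

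**Figure D3:**
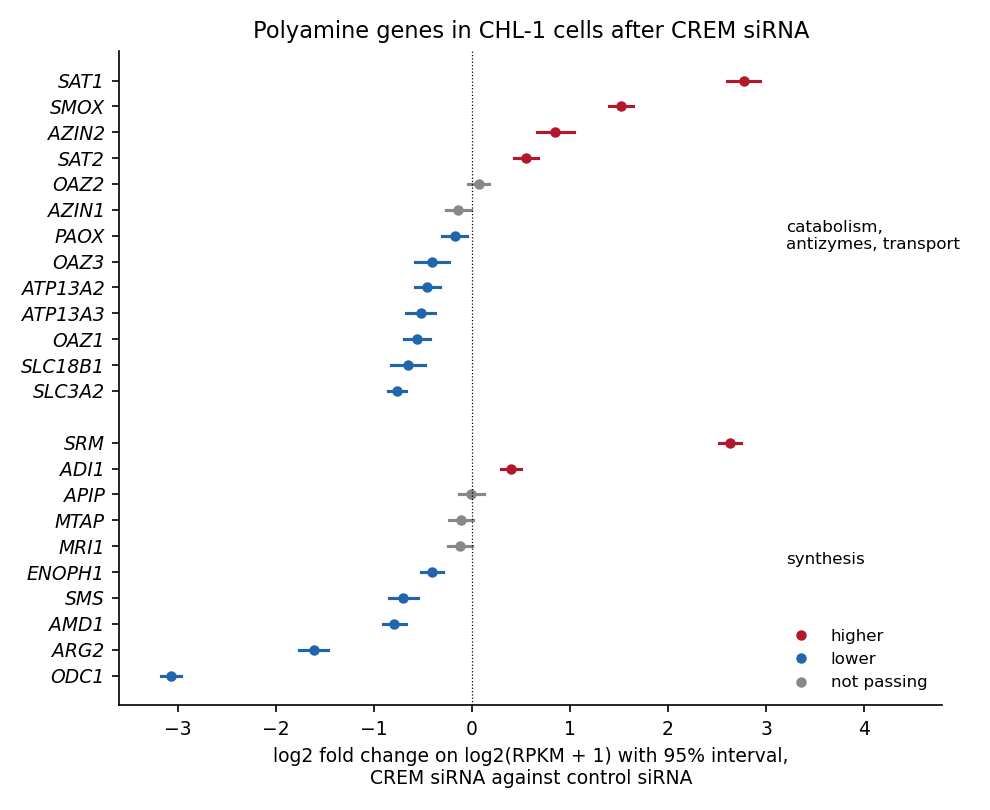
Log2 fold change of log2(RPKM + 1), CREM siRNA against control siRNA (horizontal axis), with its 95% confidence interval, for the 13 genes of polyamine catabolism, antizymes and transport (top) and the 10 of polyamine synthesis (bottom), blue for lower, red for higher and grey for not passing. ODC1 and ARG2 lie farthest to the left, and SAT1, SRM and SMOX farthest to the right.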

Another CREM target gene with reduced expression upon EWSR1::CREM and CREM knockdown also regulates polyamines: Spermidine/spermine N1-acetyltransferase 1 (SAT1, also known as SSAT). SAT1 is a catabolic enzyme that catalyzes the acetylation of two of the three polyamines: spermidine and spermine, leading to the degradation or transport of these polyamines out of cells^19^.The relative mRNA expression of SAT1 before knockdown was considerably lower than that of ODC1. Nevertheless, we were able to validate that the reduction of SAT1 mRNA also translates to reduced protein expression using western blotting (see Supplementary Fig. S1 online).

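Before knockdown SAT1 was at 33.7 ± 4.23 RPKM and ODC1 at 1209 ± 4.05 RPKM (SD, n = 3 control siRNA libraries each), and SAT1 ranked number 7 by RPKM and number 9 by CPM among the 23 genes of Table 1. ODC1 was at 36.2 ± 4.39 times the RPKM of SAT1 within each control siRNA library (SD, n = 3), and at 80.1 ± 9.70 times its CPM, a unit that is not divided by transcript length. The ratio of ODC1 to SAT1 in RPKM was 39.6, 37.8 and 31.2 in the 3 libraries. After knockdown it was 0.609, while ODC1 still had the higher CPM of the pair.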

**Figure 5:**
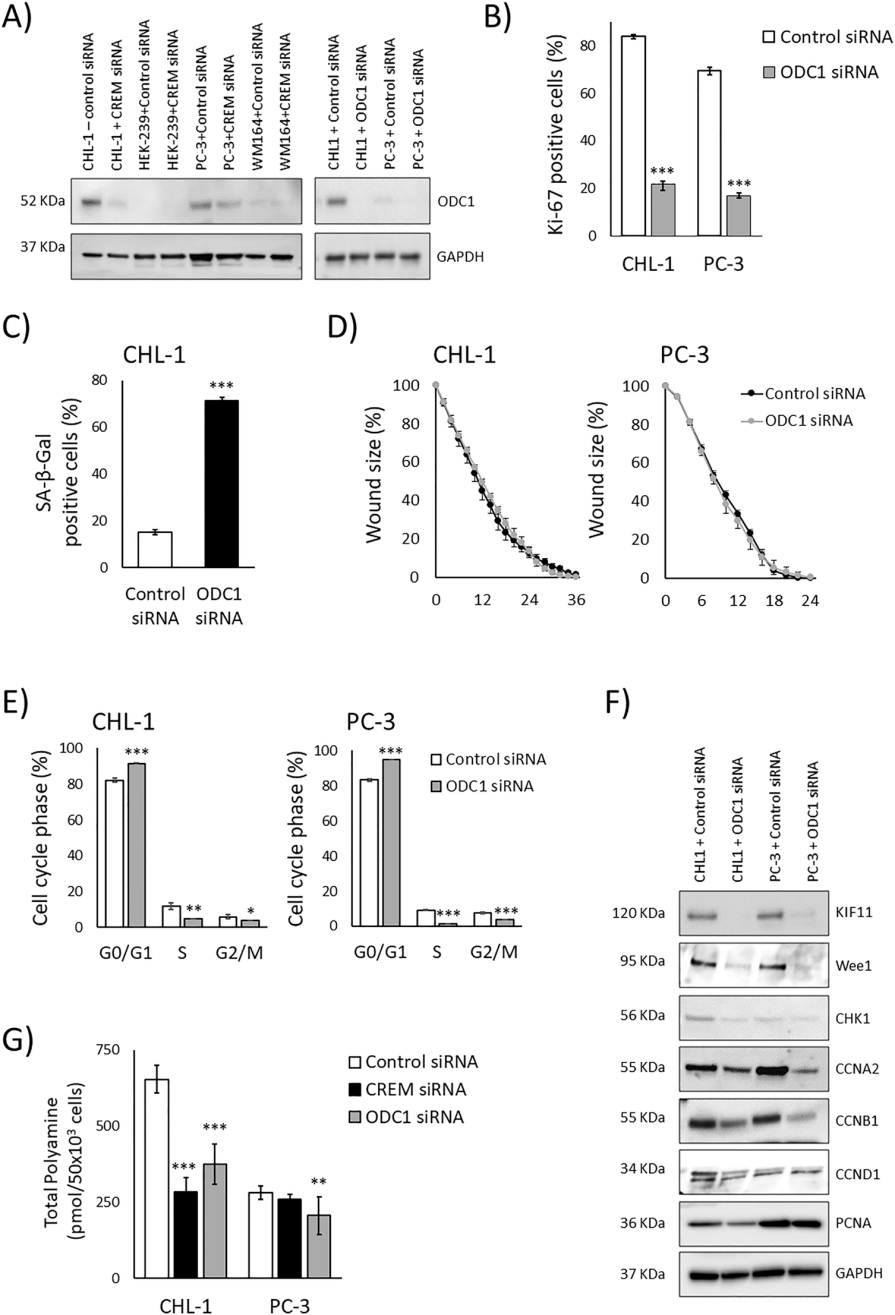
Effects of CREM and ODC1 silencing on cell lines CHL-1 and PC-3. (**A**) Immunoblot showing effects of CREM knockdown and ODC1 knockdown on ODC1 protein levels in in CHL-1, HEK-293, PC3, and WM164 cell lines. The blots are cropped and original blots can be found in Supplementary information—Original blots Supplementary Figs. S9 and S10. (**B**) Proliferation assessed with Ki67 after ODC1 siRNA in CHL-1 and PC3 cell lines. Loss of proliferation was 84–22% in CHL-1 and from 69 to 17% in PC3 cells. (**C**) Senescence assessed with SA β‐galactosidase staining after ODC1 knockdown in CHL-1 cell line, an increase from 15 to 71% was seen. (**D**) Wound healing assay to assess migration after ODC1 knockdown in CHL-1 and PC3 cell lines. (**E**) FACS analysis results after ODC1 siRNA treatment for CHL-1 and PC3 cell lines. An increase in G0/G1 in CHL-1cells from 82 to 91% and PC3 in cells from 83 to 95% (**F**) Downstream cell cycle related proteins and their expression measured by immunoblotting after ODC1 knockdown in CHL-1 and PC3 cell lines. The blots are cropped and original blots/replicates can be found in Supplementary information—Original blots Supplementary Figs. S11, S12 and S13. (**G**) Total polyamine concentration compared in CHL-1 and PC3 cell lines after CREM and ODC1 knockdown. *P ≤ 0.05, **P ≤ 0.01, and ***P ≤ 0.001 (*t*-test).

The extent of ODC1 loss, together with its known role in proliferation, suggested it may be the pivotal mediator of the cellular effects brought about by upon EWSR1::CREM and CREM knockdown.

ODC1 expression is regulated by the MYC proto-oncogene, bHLH transcription factor (MYC)^20^.To rule out a secondary ODC1 loss, through MYC, we checked the effect of upon EWSR1::CREM and CREM knockdown on MYC expression. 

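MYC transcripts were at 93.6, 86.8 and 81.2 CPM in the control siRNA libraries and at 93.3, 87.0 and 83.8 CPM in the CREM siRNA libraries. The log2 fold change of MYC was 0.01 (standard error 0.0612, 95% confidence interval -0.12 to 0.15, adjusted p = 0.844 from limma), and an exact permutation test gave p = 0.9. MYC, on chromosome 8 of GRCh38 from 127735434 to 127741434, had a log2 fold change of 0.20 with GAPDH scaling (adjusted p = 0.0394 from limma) and of 0.28 with scaling by reference genes (adjusted p = 0.0016), about as much as all genes shifted. Its adjusted p ranged from 0.0016 to 0.977 over the 18 alternatives, and its log2 fold change was -0.034 without control replicate 3 and -0.027 without CREM siRNA replicate 1. MXI1, which competes with MYC for its partner MAX and represses MYC targets, rose from 42.2 ± 1.84 to 299.8 ± 8.86 CPM (SD, n = 3 libraries each), a log2 fold change of 2.72 (standard error 0.0495, adjusted p = 9.58e-12 from limma). Other MAX-binding repressors moved in both directions, MXD4 at 1.36, MXD1 at 0.71 and MNT at 0.48, but MXD3 at -1.33. Of the 9 genes of the MYC network, 5 were higher, 2 were lower and 2 did not pass (the same counts when adjusted over the list alone). Its median was 0.22, and between 0.19 and 0.51 over the alternatives, and it did not stand apart from other genes (camera adjusted p = 0.252, and 0.477 with an estimated correlation). From the extent of the loss of ODC1 and its known role in proliferation, the paper writes that ODC1 may be the pivotal mediator of the effects of the knockdown. It then silenced ODC1 directly and reports a phenotype much like that of CREM siRNA, apart from migration.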

In the transcriptomic analysis, MYC expression was unaltered. We further performed western blotting, where a slight reduction of c-myc protein expression was seen (see Supplementary Fig. S1 online).

### ODC1 is essential for cell cycle progression in the fusion bearing CHL-1 cell line

We decided to focus on the exploration and validation of the newly discovered CREM-ODC1 axis. Our hypothesis was that ODC1-mediated polyamine synthesis has a pivotal role in mediating the EWSR1::CREM and CREM effects on cell cycle and migration.

First, we used western blot to study the possible reduction of ODC1 protein expression after CREM knockdown in the fusion bearing and control cell lines. The reduction is striking in the CHL-1 cell line. With the PC-3 cell line a reduction is clear but HEK-293 or WM164 cell lines have no detectable reduction of ODC1 expression (Fig. 5A). Based on these findings we decided to continue the experiments with CHL-1, using PC-3 as the control cell line.

Next, we tested whether ODC1 silencing could induce similar functional effects as detected upon CREM silencing. Using a pool of siRNAs targeting ODC1, a dramatic reduction of ODC1 expression was seen in western blotting and cell staining in the CHL-1 cell line. In the PC-3 cell line, ODC1 expression was initially low, and further reduced by knockdown (Fig. 5A). We measured SA β‐galactosidase positivity to assess senescence and performed Ki67 staining and quantification of positively stained nuclei to measure proliferation. The number of Ki67 positive cells was reduced in both CHL-1 and PC-3 cells, confirming decrease of proliferation (Fig. 5B). The ODC1 knockdown of CHL-1 cells substantially increased SA β‐galactosidase positivity indicating increased senescence (Fig. 5C). PC-3 cells showed no significant increase in SA β‐galactosidase positivity (data not shown). Migration was tested by wound healing assay. Interestingly, no significant change was noted in either cell line (Fig. 5D).

To analyze the effects of ODC1 knockdown on the cell cycle, we conducted FACS analysis. Here, results showed in both cell lines significant reduction of cells in S and G2/M phases after ODC1 siRNA treatment. Significant increase in G0/G1 phases was observed in CHL-1 cell line and in PC-3 cell line (Fig. 5E). The cell cycle alterations were of similarmagnitude as with CREM knockdown.

We were then interested to see how the CREM downstream genes involved in cell cycle were affected by the ODC1 knockdown. In both cell lines we saw reduction of Wee1, CCNB1, CCNA2, CHK1 and KIF11 expression (Fig. 5F).

Finally, we measured the total polyamine concentration in both cell lines and compared the effects of CREM siRNA and ODC1 siRNA knockdown on the total polyamine concentration. In CHL-1, both CREM siRNA and ODC1 siRNA knockdown produced a significant reduction in the total polyamine concentration. In the PC-3 cell line, only ODC1 siRNA knockdown produced modest, but statistically significant reduction (Fig. 5G). This suggests that PC3 has compensatory mechanisms maintaining intracellular polyamine levels, and is not as dependent on ODC1 as CHL-1 is.

All in all, we were able to demonstrate that CREM siRNA and ODC1 siRNA knockdown lead to very similar phenotypes. This suggests that the phenotype is largely brought upon by ODC1. The ODC1 mediated effect does not seem to extend to migration during the studied timeframe in these cell lines.

## Discussion

Detection of fusion genes has been augmented by the development of next generation sequencing (NGS) methods. RNA-based NGS is able to look for a wide range of possible fusion genes and further has the advantage of being able to detect unknown fusion partners^21^. In consequence, new diagnostic/molecular entities with characteristic gene fusions are emerging. One of the recurring fusion genes in cancer is *EWSR1::CREM*, which has been detected in a wide variety of tumor types ranging from low-grade indolent to aggressive. Some of these tumours include: hyalinizing clear cell carcinoma^22^, myxoid mesechymal tumours^23^, angiomatoid fibrous histiocytoma^24^, clear cell sarcoma^25^, breast invasive ductal carcinoma^4^, astrocytoma^4^, renal clear cell carcinoma^4^, paraganglioma^26^ and melanoma^3^. Regardless of the relatively high frequency of this fusion, knowledge of its function and participation in oncogenesis is scarce, nor are there currently any targeted therapies available. Development of such therapies rely on the study of fusion-bearing cell lines.

Previously, Giacomini et al. found this fusion gene in the melanoma cell line CHL-1^3^. In cell studies, they found that the fusion bearing melanoma cells that were transfected with CREM-targeting siRNAs resulted in decreased cell proliferation and invasion as well as increased numbers of senescent cells. CHL-1 is, to our knowledge, the only available cell line that carries this fusion gene endogenously. To shed more light on the oncogenic properties of the chimeric EWSR1::CREM protein, we studied the functional and transcriptomic consequences of chimeric protein depletion in the CHL-1 cell line, using siRNA mediated knockdown. This cell line also expresses CREM, a gene with multiple isoforms expressed, capable of inducing or repressing expression from target genes. The CREM-targeting siRNA nearly eliminates not only the EWSR1::CREM fusion protein, but also the endogenous CREM from the CHL-1 cell line. In this setting, the effects of EWSR1::CREM and CREM proteins cannot be thoroughly uncoupled. In order to approximate the effect of the endogenous CREM in the fusion bearing cell line, we used benign and malignant cell lines without the fusion but with CREM expression as controls. In control cell lines, CREM loss reduced proliferation, but to a lesser extent as compared to the consequences of CREM and EWSR1::CREM protein loss in the fusion bearing cell line, As an example of the scale difference, CREM siRNA treatment in the melanoma cell line WM164 reduced proliferation from 69% to 58%, while the CREM siRNA in the fusion bearing CHL-1 cell line resulted in a 84% to 4% reduction. This supports that the highly expressed fusion protein is as a major driver behind the change in CHL-1. Moreover, the fusion protein can be predicted to have a dominating effect, based on the presence of EWSR1 transcription activation domains^27,28^.

In our functional cell studies with siRNA mediated knockdown of EWSR1::CREM and CREM in CHL-1 cells, we demonstrated a dramatic decrease in proliferation, impaired migration and an increased percentage of senescent cells, thus confirming the findings of Giacomini et al. In the transcriptomic analysis, we found that the loss of EWSR1::CREM and CREM had a fundamental effect. From a functional analysis, we were able to identify the core function of EWSR1::CREM and CREM in G1/S transition. This was further validated by findings in cell cycle analysis.

In transcriptomic analysis, we observed that the changes upon EWSR1::CREM and CREM knockdown were wide: as many as 14,000 genes had altered expression. This is not entirely unexpected, since CREM is a transcription factor with a multitude of potential target genes. The target genes, in turn, may also have transcriptional activities, creating diversity in affected genes. Therefore, we focused on direct CREM target genes with markedly altered expression. Using this strategy, we found that a known oncogenic gene, *ODC1*, was among the top hits. ODC1 is an enzyme, which through overexpression has capacity to transform cultured cells, with uncontrolled proliferation and tumor formation as consequence^29^. ODC1 catalyzes a rate-limiting step in polyamine synthesis, a reaction that produces putrescine, which is further processed to spermidine and spermine. Putrescine, spermidine and spermine are natural polyamines. Polyamines are essential for several fundamental cellular processes, such as synthesis of nucleic acid, protein synthesis and proliferation. ODC1 enhances polyamine synthesis, and keeps cell replication active even when cells are in a hypoxic and nutritionally deprived environment^18^. Among the direct target genes was also another polyamine related gene; SAT1. It is a catabolic enzyme that results in either the degradation or the exporting of spermine and spermidine. We saw a decrease in SAT1 levels after EWSR1::CREM and CREM knockdown. SAT1 mRNA expression was a hundred times lower than of ODC1 before knockdown. Nevertheless, SAT1 likely to some extent contributes to the knockdown phenotype. With CREM being a transcription factor with multiple direct target genes, it is very likely there are also indirect pathways that play a role in regulating the polyamine homeostasis.

By directly silencing ODC1 expression, we were able to show that maintaining polyamine synthesis, a proliferative phenotype and evasion of senescence in CHL-1 is similarly dependent on expression of EWSR1::CREM and ODC1. The novel CREM-ODC1 axis was seen in the prostate cancer cell line PC-3 as well, but the effect was not as strong. This may be explained by the very high expression of the EWSR1::CREM and ODC1 proteins in the CHL-1 cell line. This is, to our knowledge, the first report on ODC1 expression being regulated by CREM or EWSR1::CREM. Several studies have earlier shown that one of the most important cancer-associated transcription factors that enhances ODC1 expression is MYC^20^. In our transcriptomic analysis the CHL-1 cell line MYC expression was unaltered. However, on protein level we saw a slight reduction of c-myc. Therefore MYC may also contribute to the ODC1 downregulation, as part of the indirect consequences of EWSR1::CREM and CREM knockdown.

The association of EWSR1::CREM and ODC1 has potential clinical relevance for development of targeted treatments. Overexpression of ODC1 has been reported in many types of cancer^30,31^. In fact, ODC1 has been tested as a drug target, it can be pharmacologically inhibited by an FDA and EMA approved inhibitor; difluoromethylornithine (DFMO). DFMO has been utilized as an ODC1 inhibitor in various cancer models, yet in clinical use it has yielded limited results. However, a recent study has shown that by combining DFMO with AMTX 1501—a polyamine transport inhibitor, a potent anti-tumor effect was seen in vitro and in a mouse model of the malignant pediatric brain tumor Diffuse pontine glioma^32^. As it happens, a clinical trial is bring currently conducted with the combination of DMFO and AMTX 1501 (NCT03536728). Further studies on tumors with *EWSR1::CREM* fusion genes are needed to determine whether ODC1 overexpression is a general feature.

In conclusion, our results from the melanoma cell line CHL-1 confirm that EWSR1::CREM is an oncogenic fusion protein with cell cycle accelerating properties leading to increased proliferation, increased migration and evasion of senescence. The oncogenic properties of the fusion seem to be largely mediated through the altered expression of ODC1. Further research is needed to explore the treatment possibilities in *EWSR1::CREM* fusion bearing tumors.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

The datasets generated during the current study are available in the Gene Expression Omnibus (GEO) repository, accession number GSE210911. The authors declare that all other relevant data of this study are available within the article or from the corresponding author upon reasonable request.

# Supplementary material for: The oncogenic properties of the EWSR1::CREM fusion gene are associated with polyamine metabolism
**Source:** Sci Rep. 2023 Mar 25;13:4884. doi: 10.1038/s41598-023-31576-x
**Supplement:** Supplementary file 2 — Supplementary Information 2.

Supplementary information - Original blots

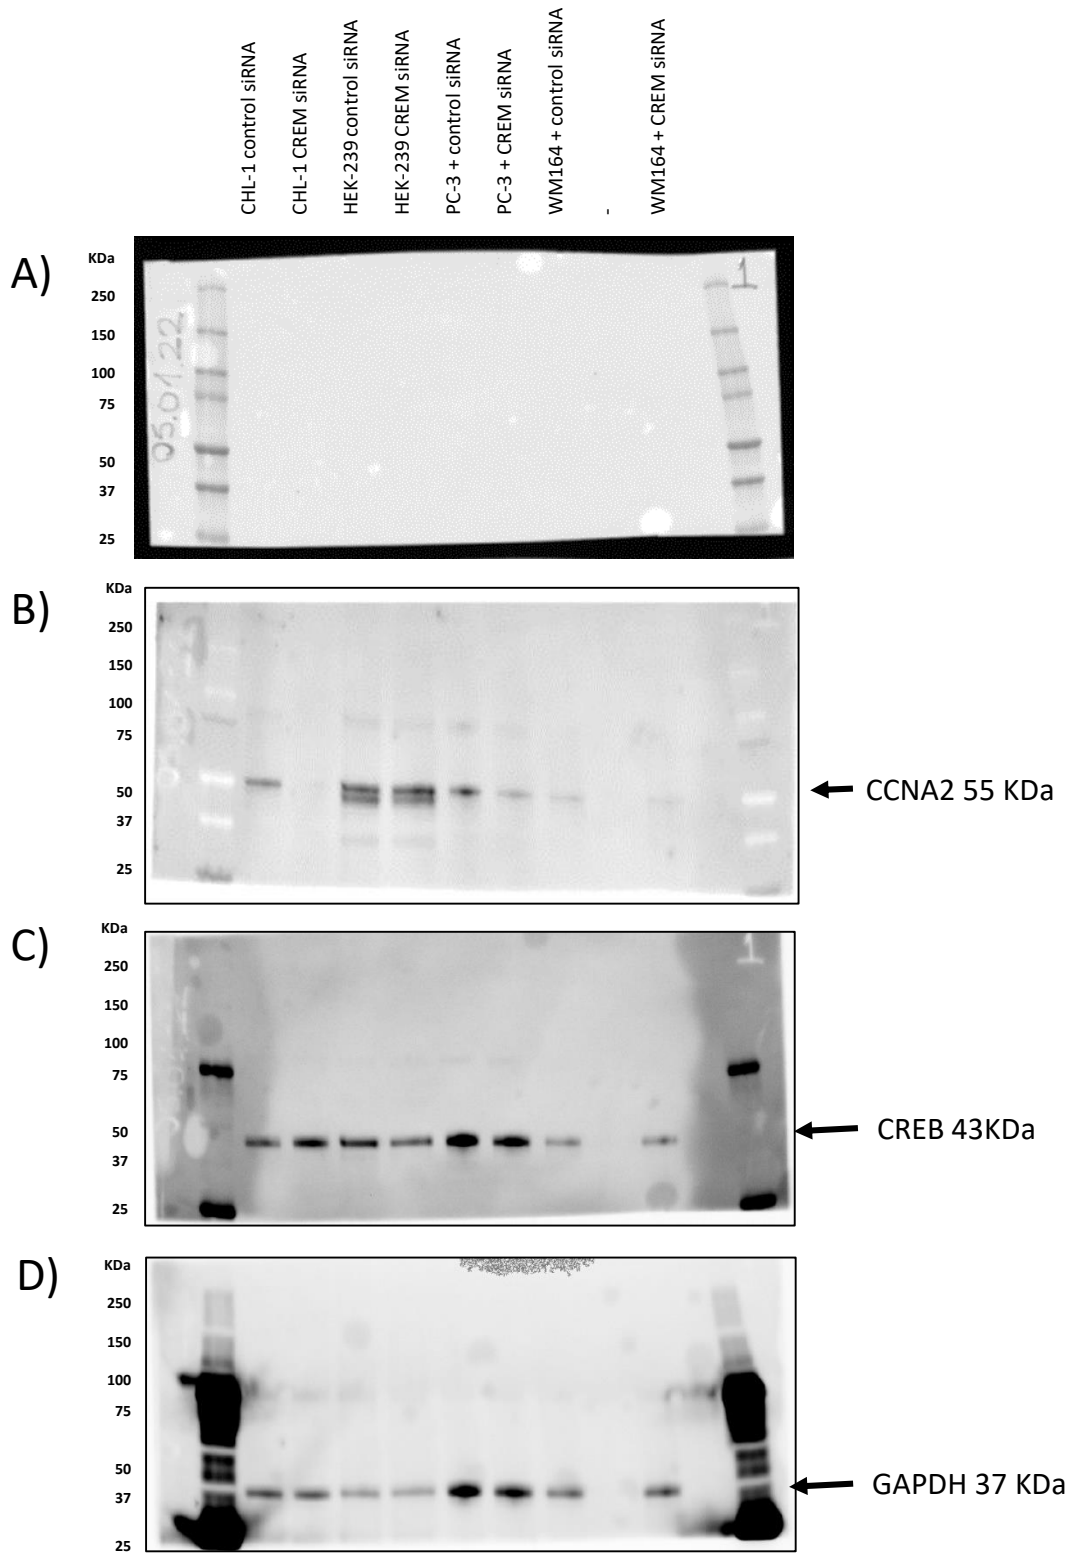

Supplementary Figure 2. The full image of western blot membrane showing the ladder (A). The membrane was stripped off, and marked with anti-CCNA2 (B; used in Figure 3F and Figure 4E), CREB (C; used in Figure 2A) , or GAPDH antibody.

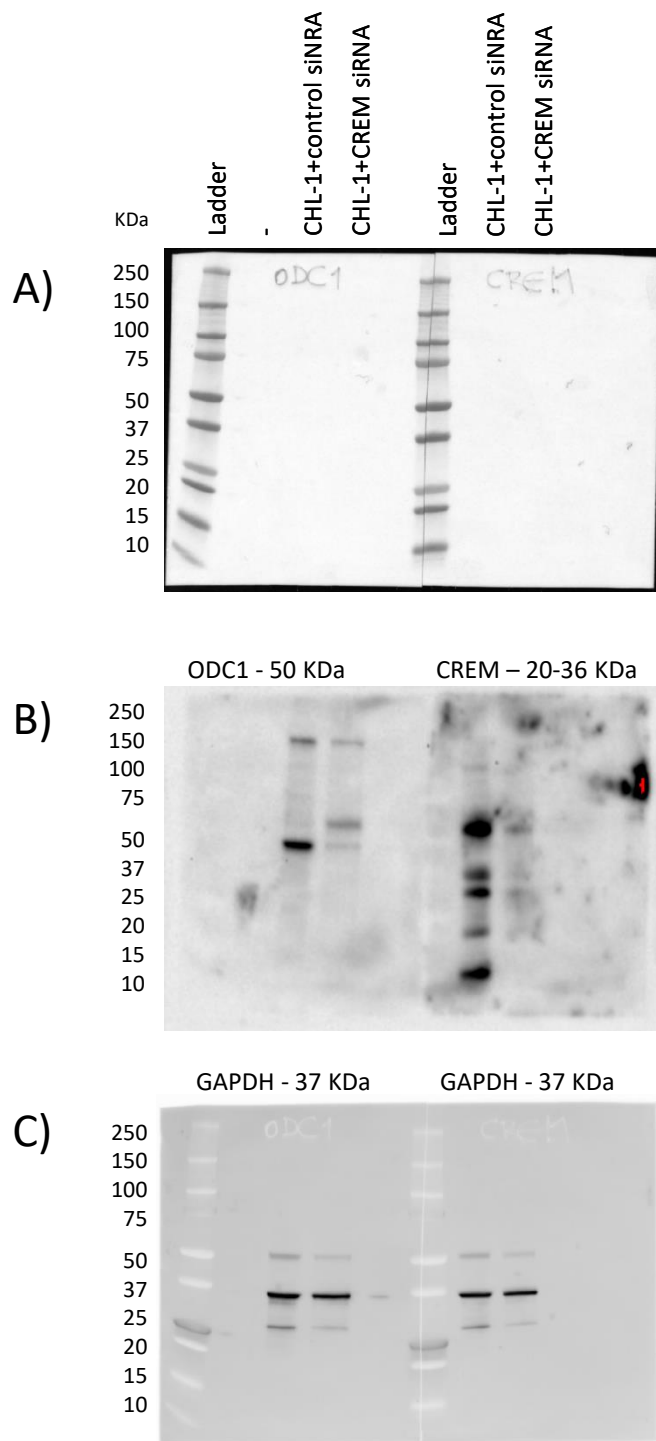

Supplementary Figure 3. The full image of membranes and western blots (A) marked with anti-ODC1 (B, left half), and CREM antibody (B, right half; used in Figure 2A). Same membrane was striped off and reprobed using anti-GAPDH antibody (C; used in Figure 2A).

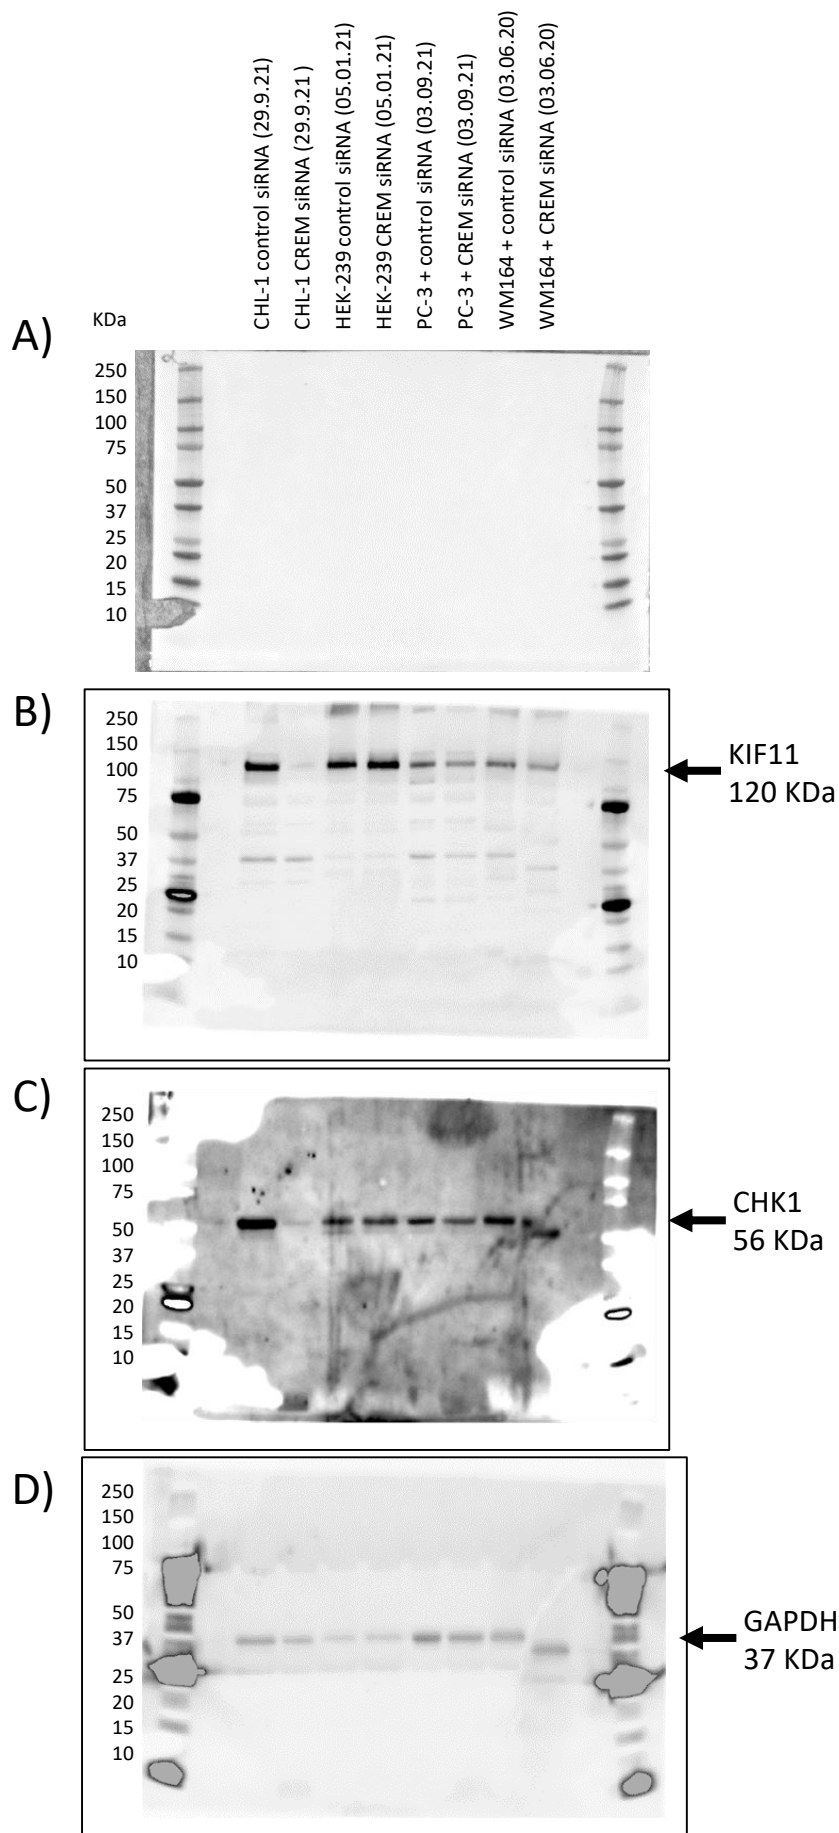

Supplementary Figure 4. The full image of the membrane and ladder (A) used in western blot marked with KIF11 (B; used in Figure 3F and 4E). The same membrane was stripped off and incubated with anti-CHK1 antibody (C; used in Figure 3F), and GAPDH (D).

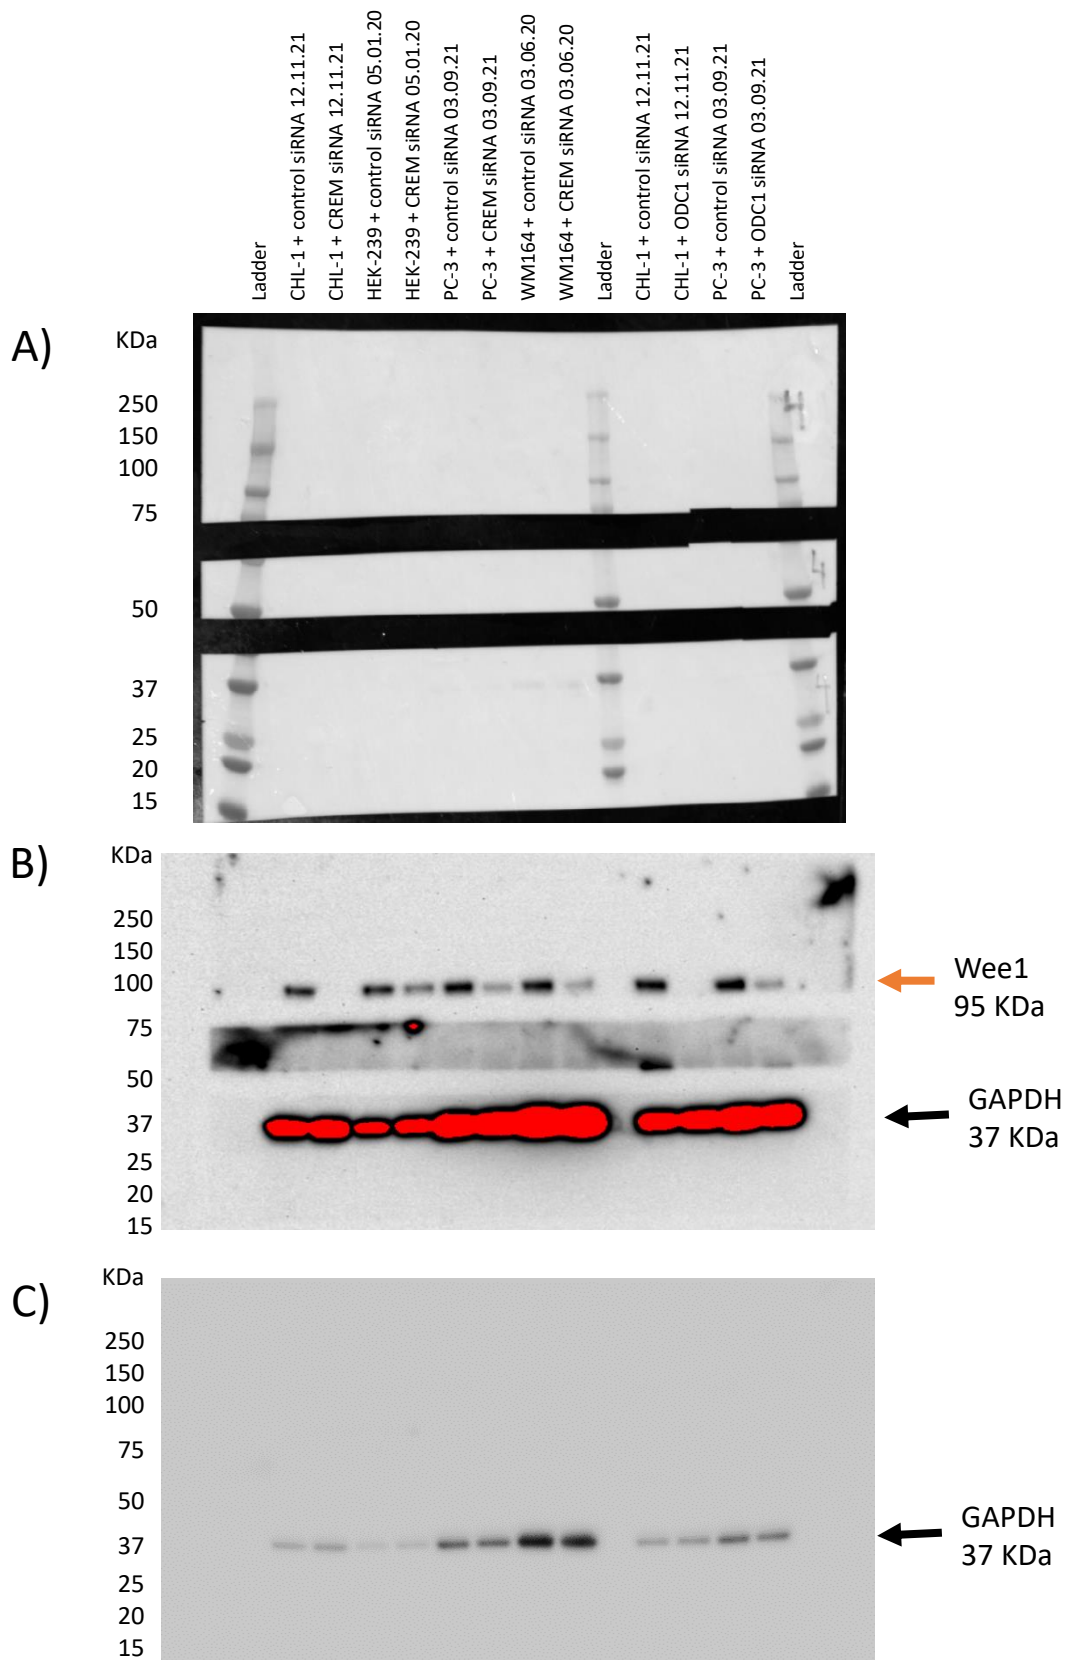

Supplementary Figure 5. The full image of the membrane cut in three pieces (A). Western blot marked with anti-Wee1 (upper part) and GAPDH antibody (lower part) (B; used in Figure 3 F and 4E). Same membrane after shorter exposure showing GAPDH (C; used in Figure 3F).

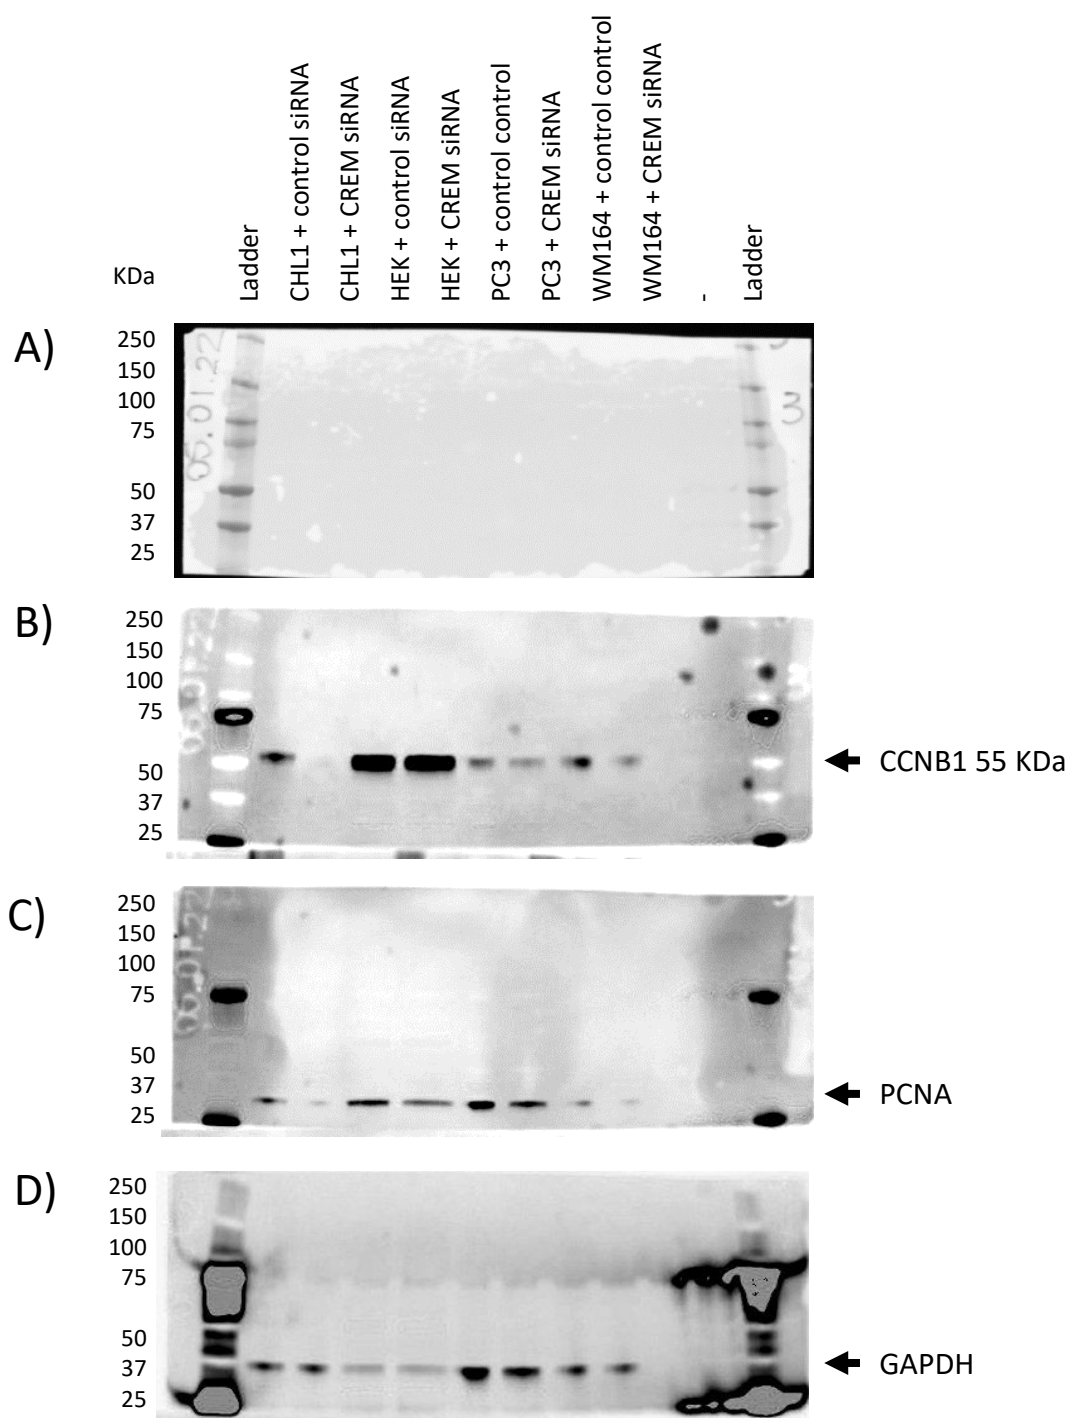

Supplementary Figure 6. The full image of the membrane with ladder (A). Western blot marked with anti-CCNB1 (B; used in Figure 3F and 4E). Membrane was striped off and probed with anti-PCNA (C; used in Figure 3F and 4E) and GAPDH antibody (D; used in Figure 3 F and 4E).

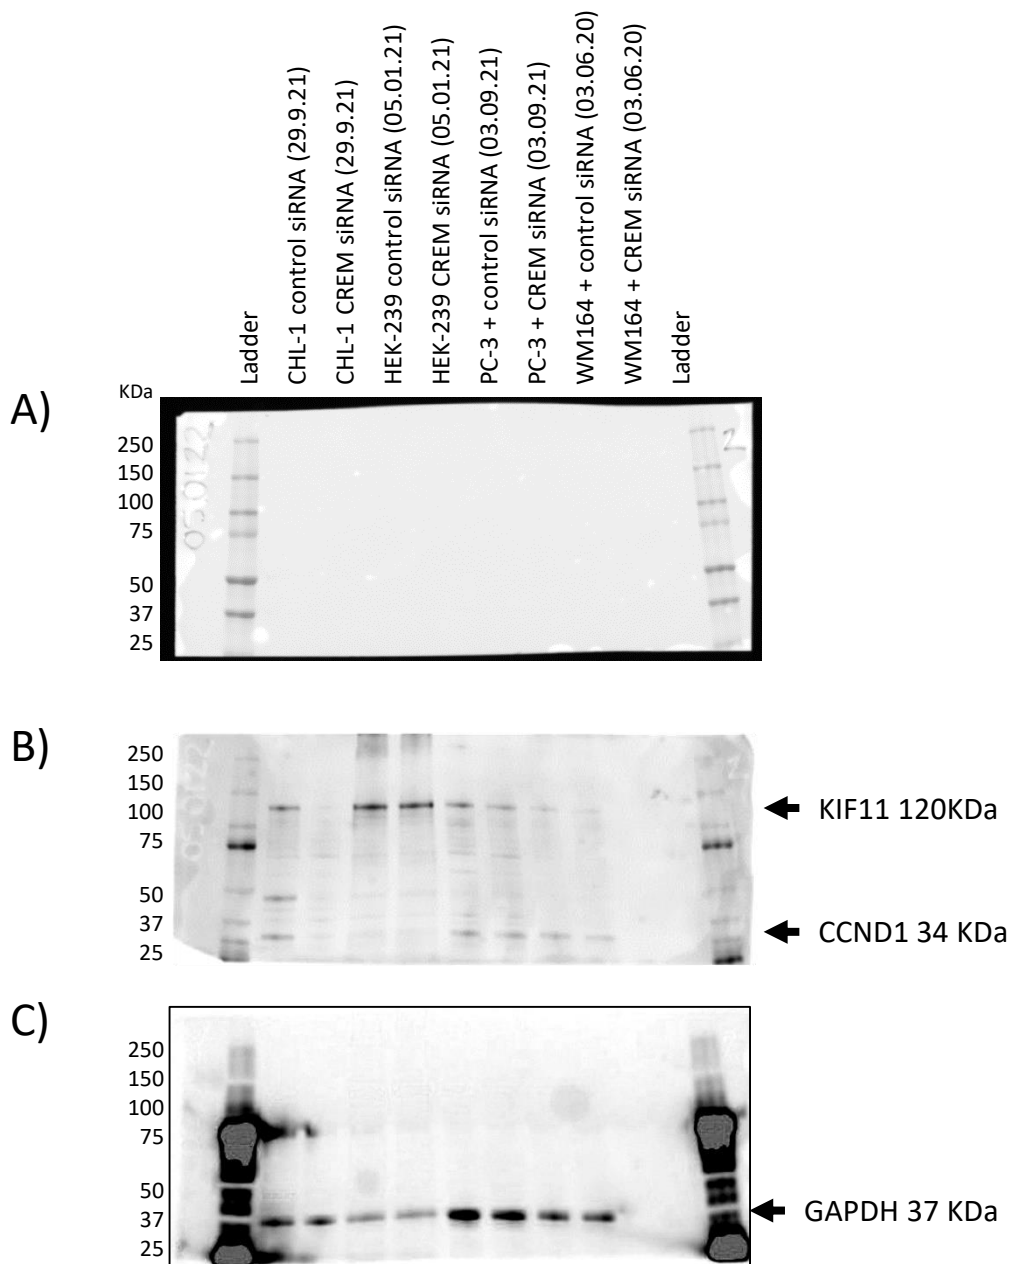

Supplementary Figure 7. The full image of western blot membrane showing the ladder (A). The membrane marked with KIF11 mixed with CCND1 antibody (C; used in Figure 3F). After striped off, the membrane was incubated with anti-GAPDH (B; used in Figure 3F).

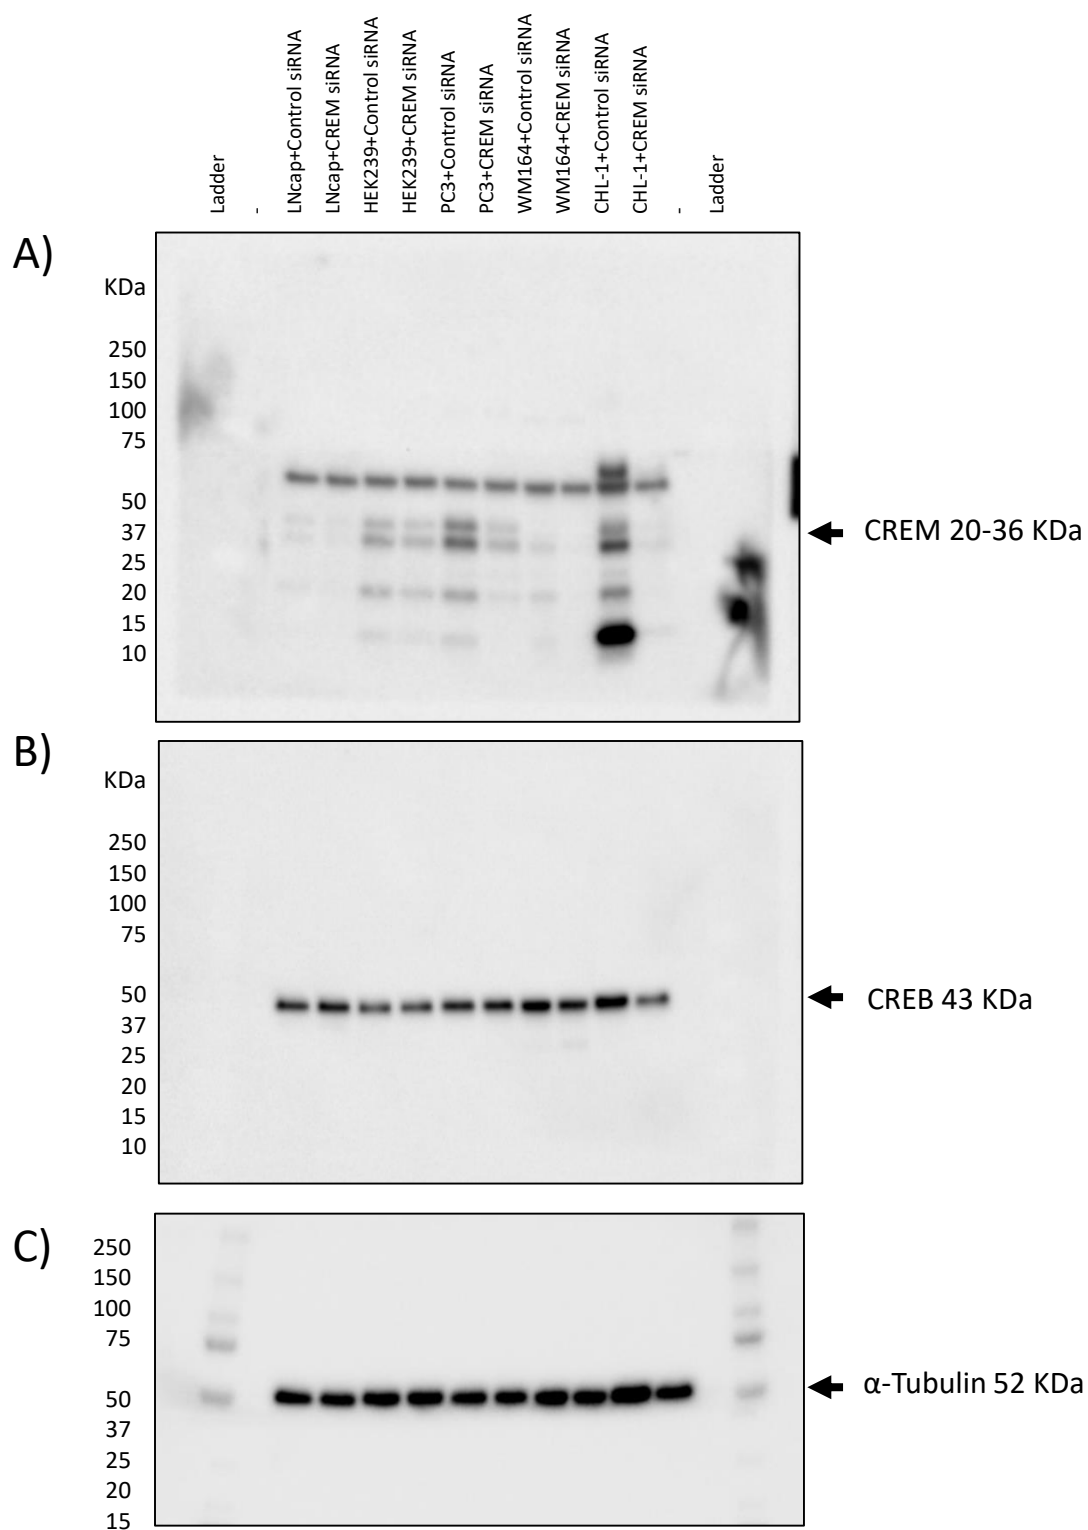

Supplementary Figure 8. The full image of western blot marked with anti-CREM antibody (A). The membrane was stripped off, and marked with anti-CREB (B; used in Figure 4A), and α -Tubulin (C; used in Figure 4A).

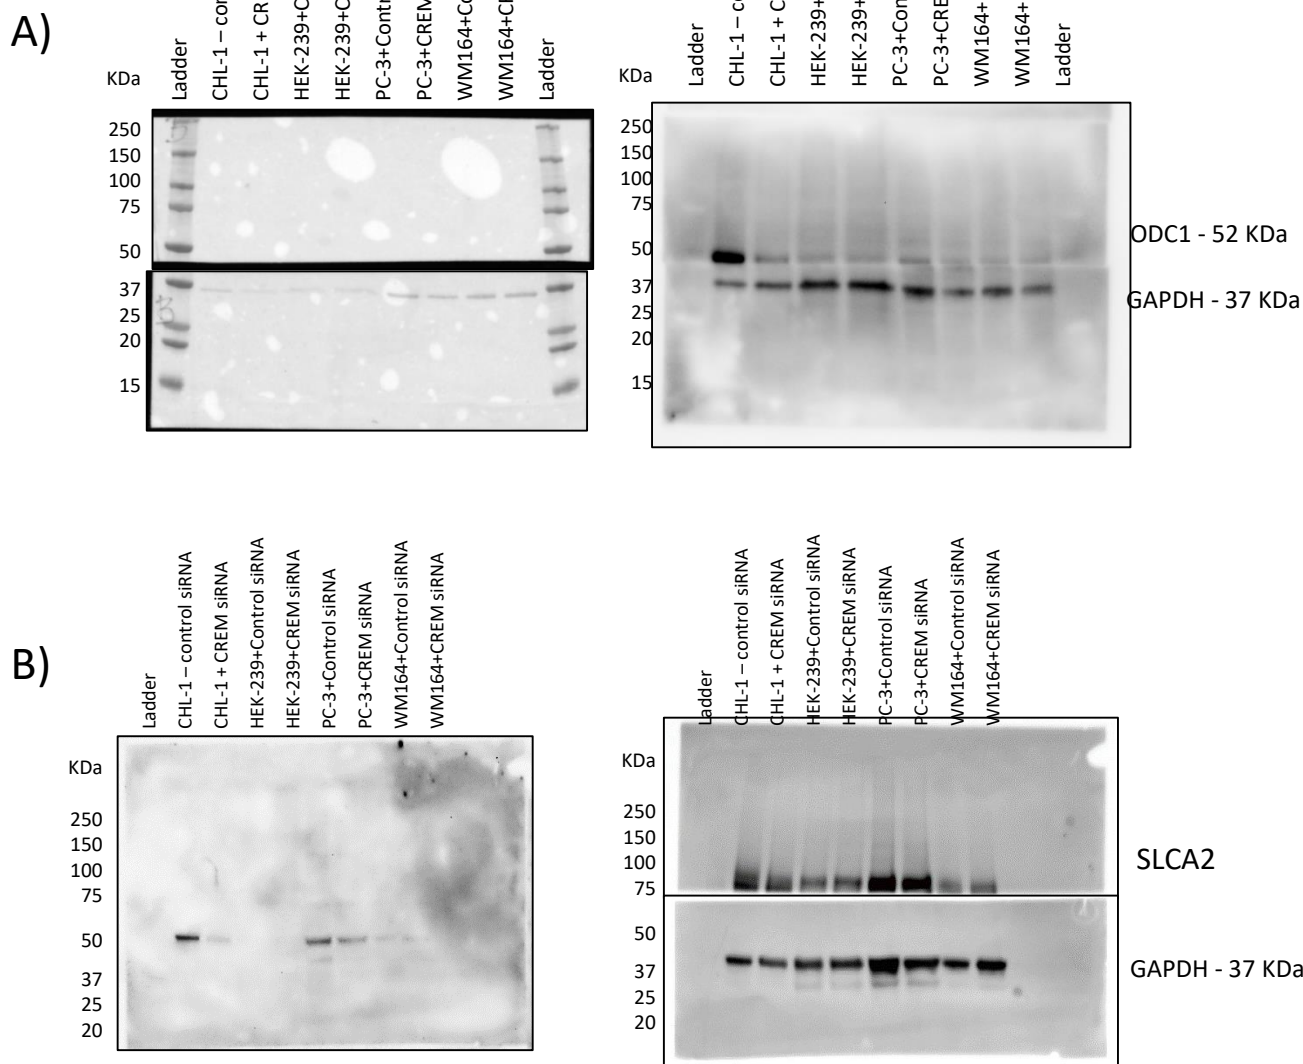

Supplementary Figure 9. The full image of membrane cut in two pieces (A, left) marked with anti-ODC1 and GAPDH antibody (A, right). Membrane market with anti-ODC1 antibody (B, left; used in Figure 5A). The same membrane was cut id two pieces and market with anti- SLCA2 and GAPDH antibody (B, right; GAPDH was used in Figure 5A).

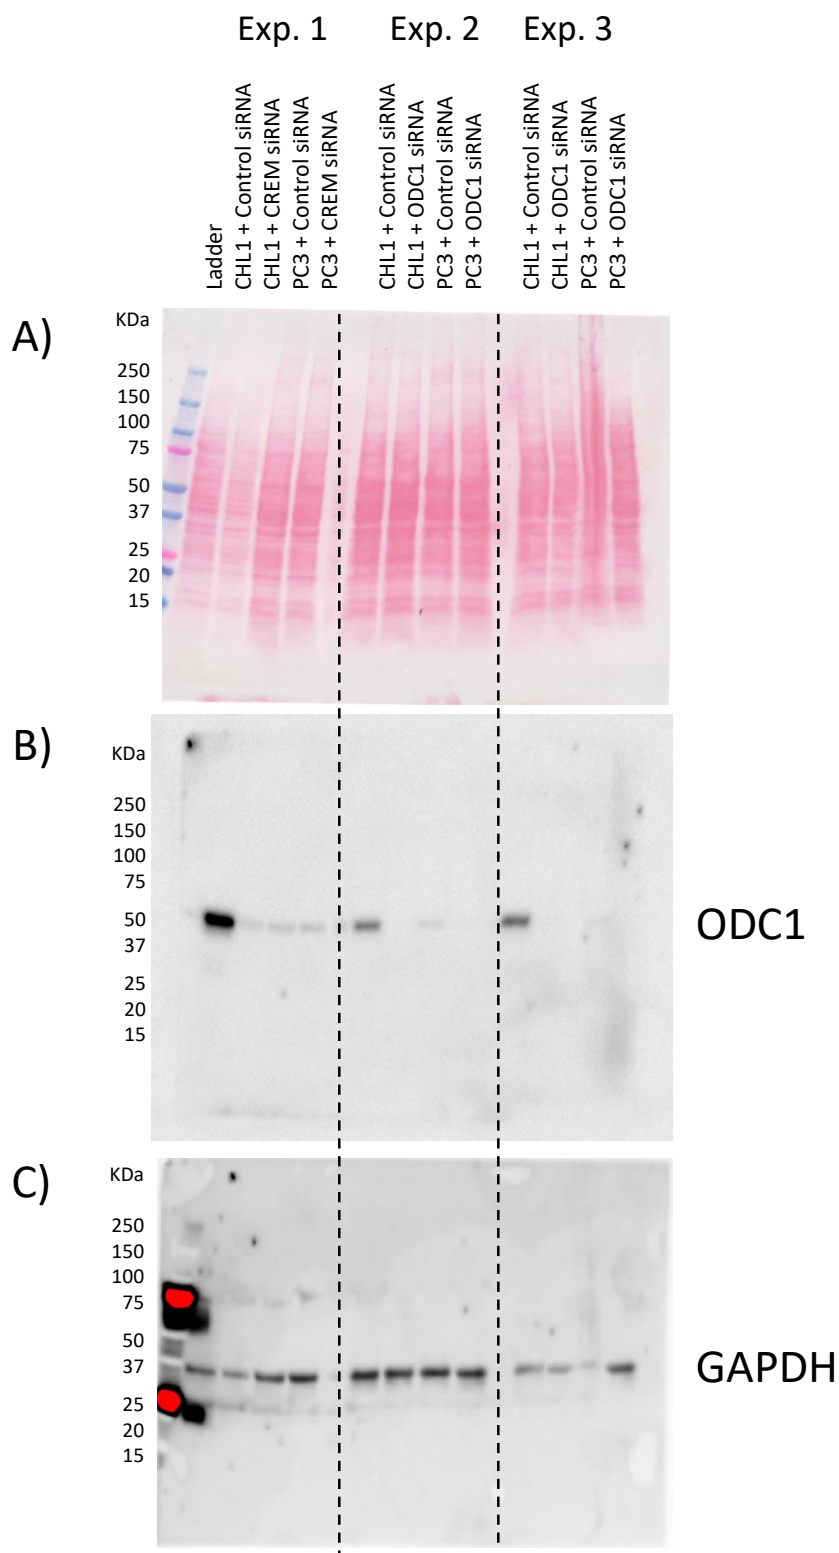

Supplementary Figure 10. The full image of western blot membrane stained with Ponceau showing the ladder (A). The membrane was marked with anti-ODC1 antibody (B). The same membrane was stripped off and incubated with anti-GAPDH antibody to show equal loading (C). Data obtained with Experiment 2 (Exp. 2) was used in Figure 5A.

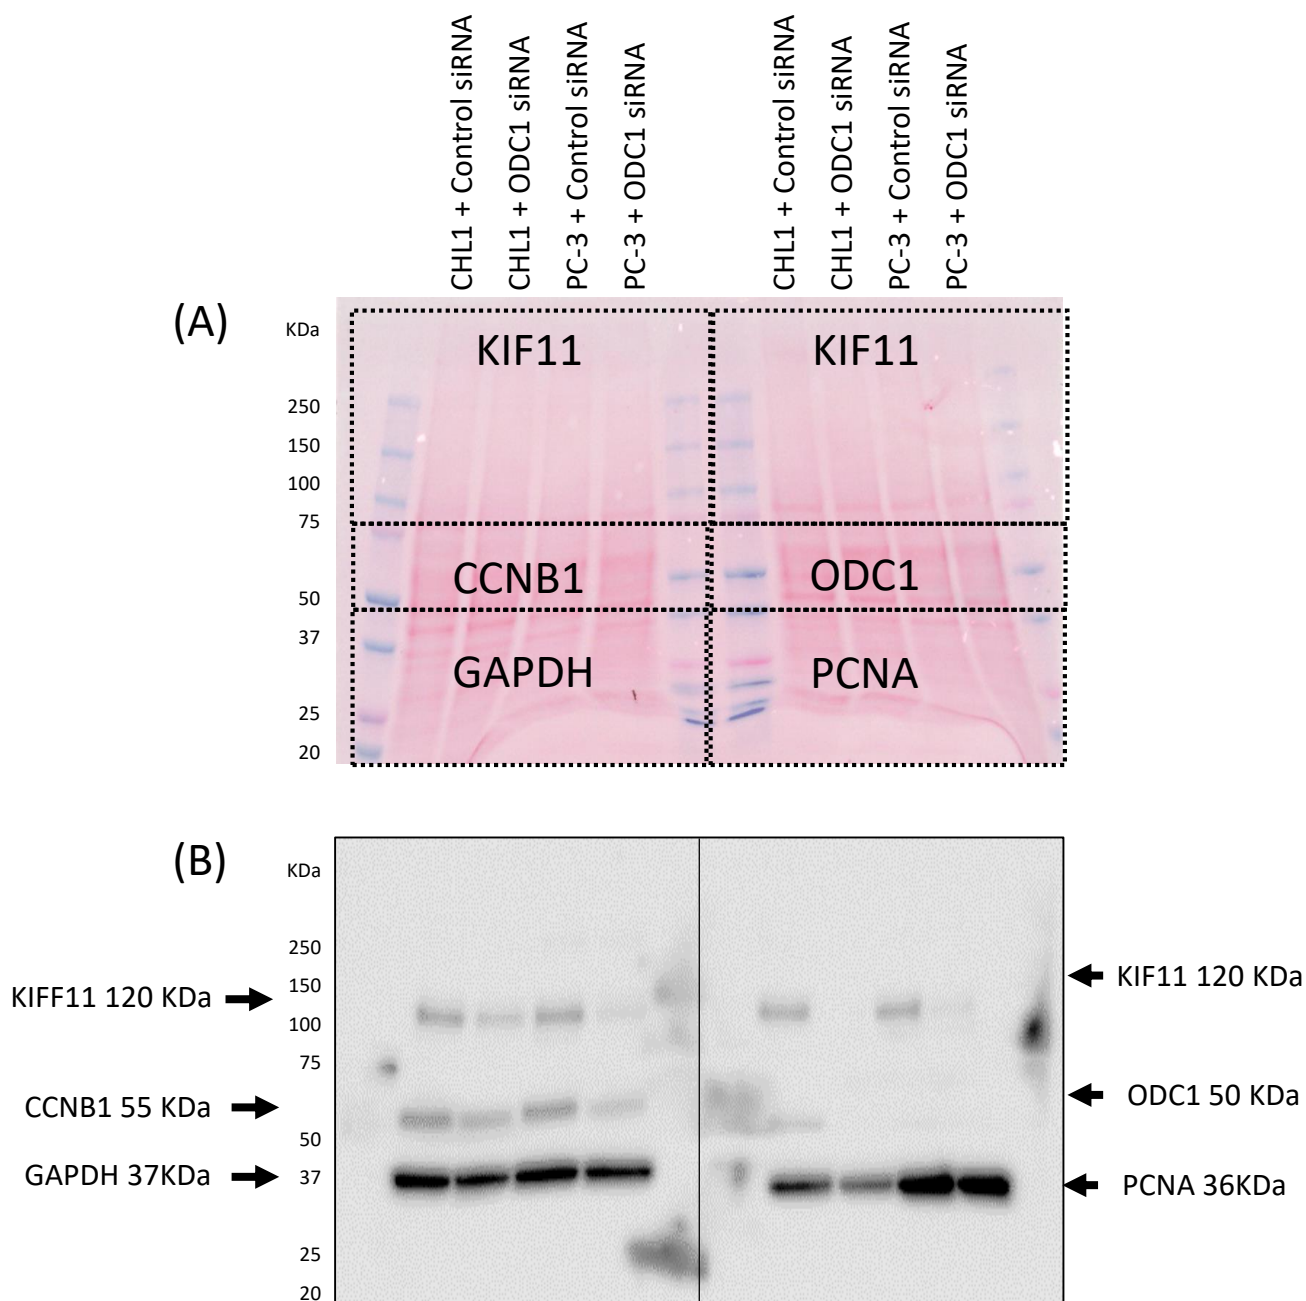

Supplementary Figure 11. The full image of membrane stained with Ponceau showing the ladder and marked the different cut areas that were incubated with anti-KIF11, CCNB1, ODC1, PCNA, or GAPH antibody (B): KIF11, CCNB1, PCNA and GAPDH results were used in Figure 5F.

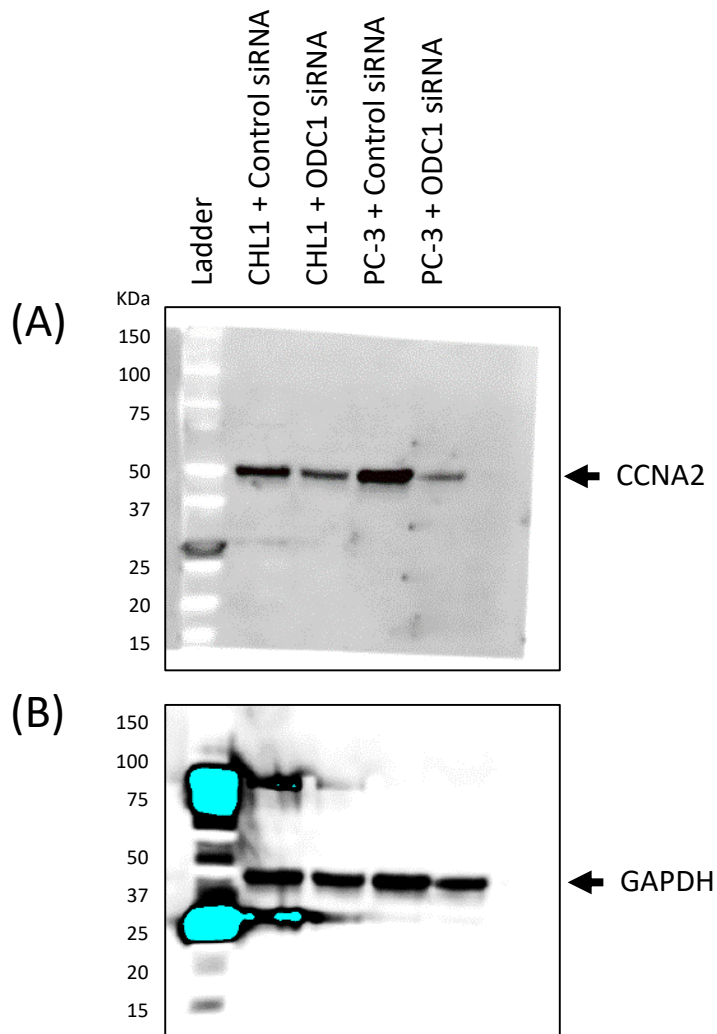

Supplementary Figure 12. The full image of western blot marked with anti-CCNA2 antibody (A; used in Figure Figure 5F). The membrane was stripped off, and marked with anti-GAPDH (B).

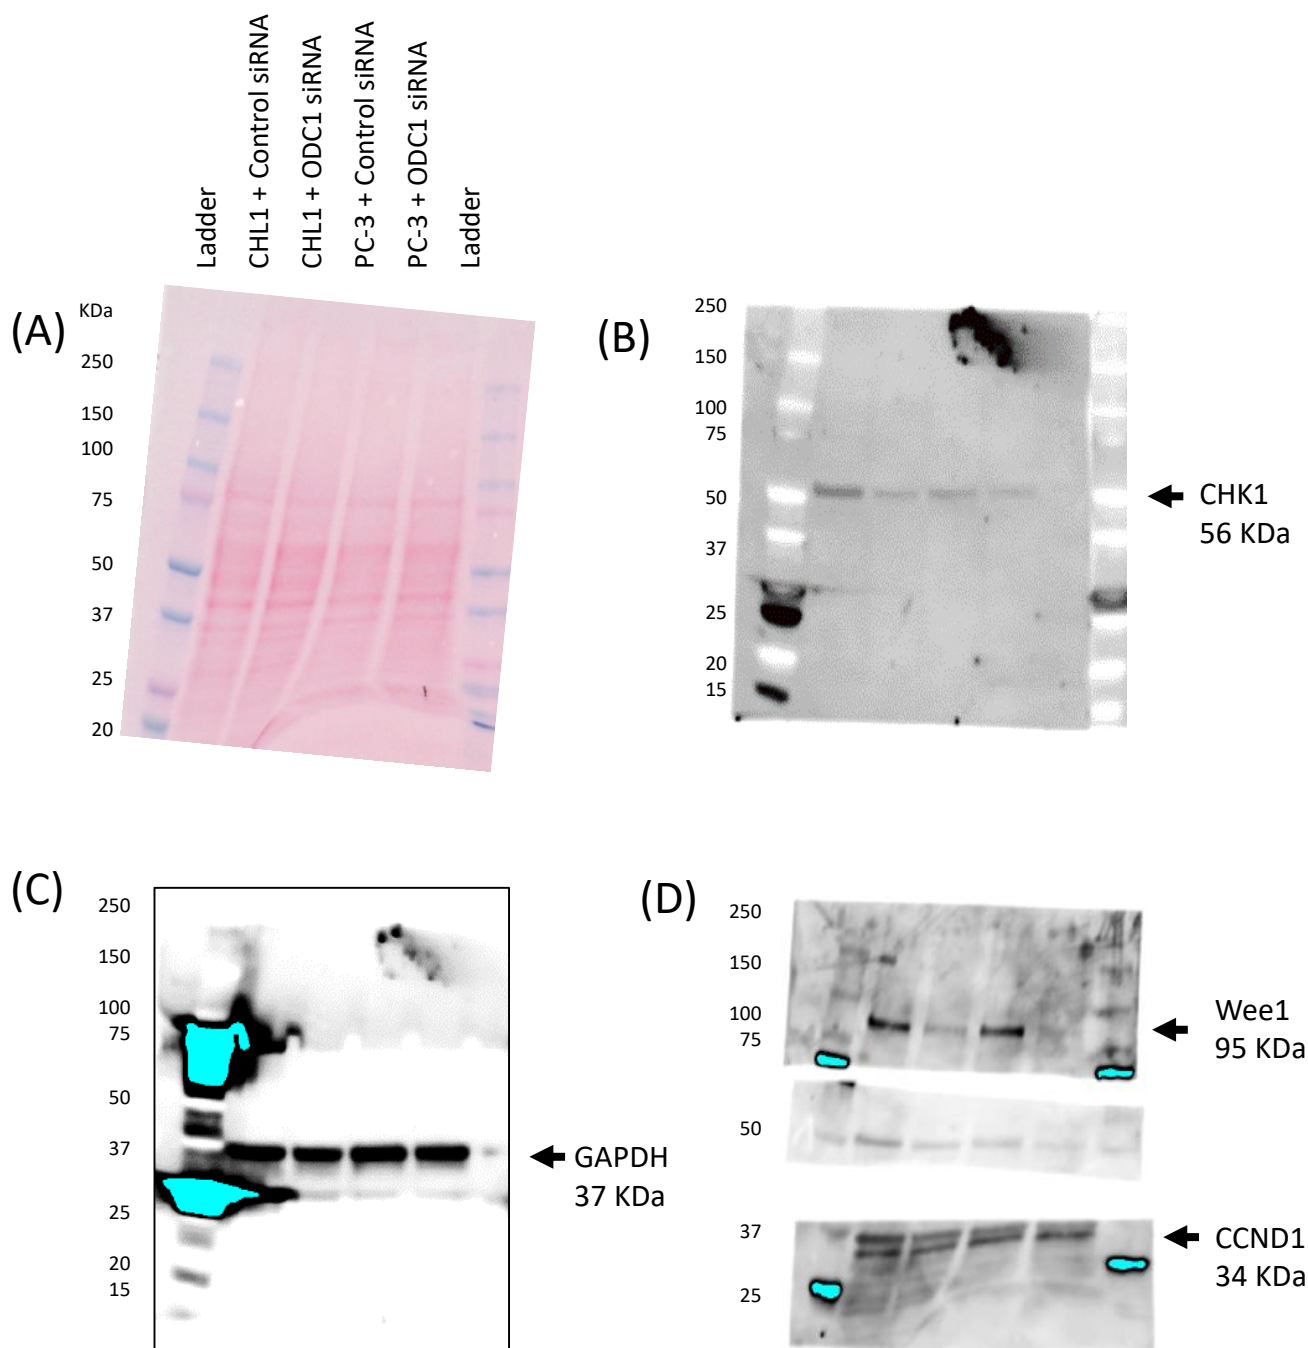

Supplementary Figure 13. The full image of membrane stained with Ponceau and showing the ladder (A). Western blot marked with anti-CHK1 antibody (B; used in Figure 5F), stripped off and incubated with anti-GAPDH antibody (C). The membrane was striped once again and cut to be probed using anti-Wee1 and CCND1 antibodies (D; used in Figure 5F)

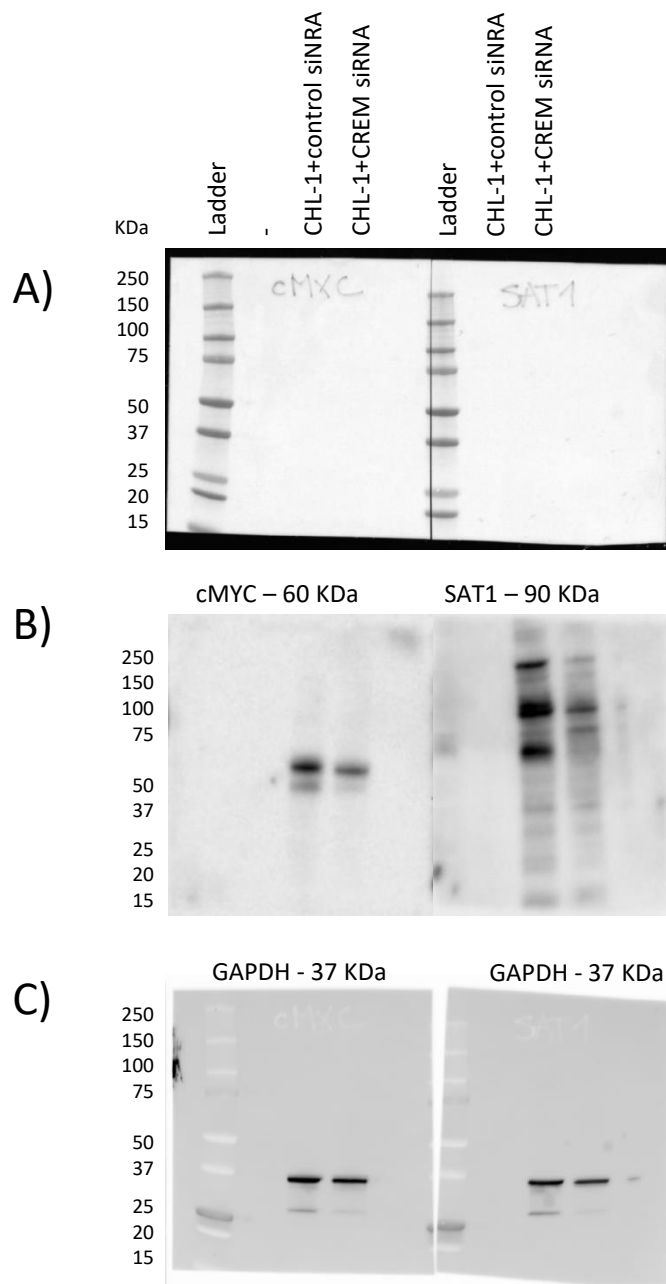

Supplementary Figure 14. The full image of membranes and western blots (A) marked with anti-cMYC (B, left half), and SAT1 antibody (B, right half). Same membrane was stripped off and reprobed using anti-GAPDH antibody (C). Used in Supplement Figure 1).

How the deposited data were processed for this re-analysis (not part of the article)

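RNA of CHL-1 cells treated for 48 h with control siRNA or CREM siRNA was measured by mRNA sequencing in 3 libraries per group. The authors deposited a table of CPM and a table of RPKM with 21625 genes by Entrez ID, of which 313 have no symbol, and the processing notes of the submitters name R 3.6.1 and the genome build hg38. The aligner, the counting program, the gene annotation and the use of strand in counting are not given in the sources used here. In the CPM table each library is a whole number of reads per gene times 1 step, found by least squares over low values, which left 100% of values within 0.001 of a whole read. Its columns sum to between 973560 and 1007000, and the RPKM table holds the same values divided by 1 length per gene, a whole number of base pairs for 100% of genes. GAPDH is not constant across the columns of either table, and neither table is on a log scale.

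Libraries held 17221794 to 29793837 reads in 17569 to 18321 genes, and 1 read of a gene of 1 kb was worth 0.0338 to 0.0577 RPKM. Replicates of a group differed by more than counting noise (chi-square per degree of freedom of 2.86 to 8.62 over all pairs within a group), the biological coefficient of variation was 0.0581 in edgeR, and the first principal component, which parted the groups, held 94.3% of the variance.

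The main test was limma 3.58.1 (lmFit, then eBayes with trend and robust variance) in R 4.3.3 on log2(RPKM + 1) of the 12407 genes with a mean of at least 1 RPKM, with Benjamini-Hochberg adjustment over these genes and a threshold of 0.05. The thresholds of the study, a log2 fold change of at least 2 or at most -2 and P of at most 0.05, were applied to the same fit. Single values were compared by a two-sided exact permutation test, whose smallest p for 3 against 3 is 0.1. Gene lists were compared with all other genes by camera with a preset correlation of 0.01 between genes, again with the correlation estimated, and by fry, which asks whether a list moves one way on balance. Of 31 lists written before the data were examined, 30 had tested members, and the adjustment covered these 30. The lists cover the immunoblotted proteins, the genes of Table 1 in each direction, the CREB family, polyamine synthesis, polyamine catabolism with antizymes and transport, hypusination, DNA replication, G1/S and E2F, G2/M and mitosis, DNA damage and repair, nucleotide synthesis, p53 targets with CDK inhibitors, the senescence secretory phenotype, senescence markers, the interferon response, melanocyte lineage, the undifferentiated state, cAMP-induced CREB targets, migration, the MYC network, MYC targets, the stress responses, cholesterol synthesis, glycolysis, reference genes, mitochondrial genes, ribosomal proteins, histones, epithelial markers and leukocyte markers. The mitochondrial genes carry other names in the tables and were matched through their synonyms after the tables were opened.

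Genes are named in the text by a rule set before the data were examined. It takes the genes the paper names in its results, Table 1, immunoblots or as upregulated in its heatmaps, whose values in the paper had been seen, and the 12 largest and 12 smallest log2 fold changes among genes at an adjusted p under 0.05 with a mean of at least 5 RPKM in the higher group and no overlap between groups. It also takes up to 6 members of each list, the 3 with the lowest adjusted p in each direction, and any member of the cell cycle, polyamine, p53, melanocyte and MYC network lists. The results of some genes that the rule takes, and a test built on them, are not reported here. Pseudogenes and genes named only by an ID were passed over, and genes named outside the rule are said to be so. Coordinates are those of GENCODE for GRCh38, matched by Entrez ID.

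The gene tests of limma, edgeR and DESeq2, and camera, were tested on simulated data with changes of known size in 3 against 3 libraries. The limma test recovered 88.1% of genes changed by 0.5 on the log2 scale, 97% of those changed by 1 and 98.4% of those changed by 2, with 5.1% false calls, and gave a median size of 0.42, 0.89 and 1.765 for them, since the pseudocount makes changes smaller. On simulated reads edgeR recovered 94%, 98.5% and 100% with 4.9% false calls, and DESeq2 85.1%, 98.5% and 98.5% with 3.61%. In the limma test only 67, 66 and 64 of 12419 genes were changed by these sizes, and the false calls were 10 genes. The simulation was drawn once, with the same dispersion for every gene. In the data 9102 of 12407 genes differed, so these rates need not hold for the data.

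The alternatives set before the data were examined were pseudocounts of 0.1 and 0.5, no filter and a filter of 5 RPKM, scaling by GAPDH, by the median ratio and by reference genes, the CPM table in place of the RPKM table, an equal-variance test on unlogged values, the replicate number as a block, leaving out each library, and edgeR 4.0.16 (quasi-likelihood, filterByExpr, TMM) and DESeq2 1.42.0 on the recovered reads. No alternative was added later. No column of the tables was left out. The count of predicted CREM targets from TRANSFAC and the Metascape analysis were not repeated, since neither resource was at hand, and the experiments on protein, cell cycle phase, migration, drugs and other cell lines have no deposited values.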

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

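The tests of the direction of the Table 1 genes and of the histone genes were chosen after these results were seen.

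The genes and groups given here are not discussed in the paper. Nucleotide synthesis, which feeds DNA replication, had a median log2 fold change of -0.78, with 16 of 19 genes lower, none higher and 3 not passing (camera adjusted p = 1.7e-05, and 0.0872 with an estimated correlation), among them RRM2, of ribonucleotide reductase (-4.10), TK1 (-3.31), TYMS (-3.09) and RRM1, a gene of Table 1, and with scaling by reference genes 13 were lower and 3 higher (median -0.52). Melanocyte lineage genes had a median of 0.69, with 11 of 13 higher, 1 lower and 1 not passing (camera adjusted p = 0.000513, and 0.0872 with an estimated correlation). Among them were DCT, a melanin synthesis enzyme (145 to 1439 CPM), MITF, the lineage factor (0.69), and RAB27A, of melanosome transport (-0.65). CAPN3 and LYST of Table 1 are members too. A further 8 genes of this list lay below the minimum mean of 1 RPKM and were not tested. The pigment genes TYR, TYRP1 and MLANA were not among the 13 tested, so the counts do not cover the whole lineage list. The interferon response had a median of 0.34, with 13 of 23 higher, 4 lower and 6 not passing (adjusted p = 0.0296, and 0.477 with an estimated correlation), with IFIT3 at 1.61 but OAS3 at -0.95, and with scaling by reference genes 18 were higher and 3 lower (median 0.54), and the adjusted p lay between 0.012 and 0.0892 over the alternatives. Cholesterol synthesis had a median of -0.81, with 16 of 17 lower and 1 higher (adjusted p = 7.73e-05, and 0.117 with an estimated correlation), SQLE at -1.40 and FDFT1 at 0.67. Glycolysis had a median of -0.60, with 17 of 18 lower and 1 not passing (adjusted p = 5.52e-05, and 0.358 with an estimated correlation), the glucose transporter SLC2A1 at -1.80 and the phosphofructokinase PFKP at -1.79, and with scaling by reference genes 12 were lower and 1 higher (median -0.34). MYC targets had a median of -0.29, with 16 of 21 lower, 3 higher and 2 not passing (adjusted p = 0.0213, and 0.358 with an estimated correlation), but 8 lower and 4 higher with scaling by GAPDH and 8 lower and 5 higher (median -0.043) with scaling by reference genes, and LDHA was at -1.12 and APEX1 at 0.44, and their adjusted p lay between 0.00258 and 0.0751 over the alternatives. Adjusted over the list alone, the counts of these 6 groups were the same. Of the interferon genes listed, a further 7 lay below the minimum mean of 1 RPKM and were not tested. In the other 9 splits of the libraries 9 to 12 lists passed camera with the preset correlation. Each of these splits mixes the groups unequally and so keeps part of the difference between them. The splits therefore cannot show whether a pass is tied to the knockdown. The genes that stood out were ANGPTL7 (log2 fold change 9.68), SEMA3C (5.04), LINC00836 (-6.74), STC1 (-6.40), PCK1 (-6.21) and SRM, the spermidine synthase (2.63), which was singled out after its value was seen.

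Of the 22 tested genes of Table 1, 9 changed in the direction opposite to the table, SAT1, APCDD1, LPAR3, CAPN3, LYST and B3GALT2 upward and LRRN1, UBE2T and PTP4A1 downward, and VEPH1, below the minimum, is a further one. CREM, which fell by 3.71, argues against an exchange of the groups, and scaling by GAPDH, which moved the median of all genes by 0.17 where the smallest of the 9 changes was 1.20, left all 9 in their direction at an adjusted p under 0.05, which argues against that scaling as the cause by size alone. A candidate explanation is that the sign and not the size differs, since on the scale log2(CPM + 1) the sizes of the 10 genes lay a median of 0.128 from those of the table, near the 0.0861 of the 13 genes of the same direction. The values do not show where a sign would have changed, and no biological explanation was tested. The paper reports less SAT1 protein after knockdown, which runs with its table and does not settle the direction of the transcript.

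All 8 tested genes of replication-dependent, clustered histones rose (median log2 fold change 2.05), H2BC21 and H2BC12 among them, while the variant histone genes H2AZ1 (-1.71) and H2AX (-1.67) fell, and the whole list of 15 had 8 higher, 5 lower and 2 not passing, also when adjusted over the list alone (median 0.77, between 0.058 and 0.98 over the alternatives; camera adjusted p = 0.34, and 0.692 with an estimated correlation). The lowest median of the 8 clustered genes over 3 other scalings was 2.04. These scalings moved the median of all genes by 0.24 at most, so they argue against scaling as the cause by size alone. The sum over all 61 clustered histone genes rose from 62.8 ± 9.97 to 231 ± 8.75 CPM (SD, n = 3 libraries each), a log2 ratio of 1.88. This rise argues against reads shared between near-identical copies. Transcripts of these genes mostly lack a poly(A) tail, and the libraries were made from mRNA, so a larger share of polyadenylated histone transcripts and a larger amount of them both stay open. CREM siRNA itself is the biological explanation that the design names, and it was not tested apart from these.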

How the results depend on the processing

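The alternatives were set before the data were examined, and the splits of the libraries were chosen before their result was seen. The number of genes past the thresholds of the study was 464 and rose to 769 with a pseudocount of 0.1, 713 on the CPM table, 820 with the equal-variance test, 1269 with edgeR and 1283 with DESeq2 (the cause was not tested), while 371 to 595 passed with the other alternatives. Genes changed at an adjusted p under 0.05 numbered 6594 to 10688, and 8457 to 8910 when a library was left out, with 459 to 466 past the thresholds. CREM lay between -3.75 and -3.68 without each library, 13 of the Table 1 genes kept the direction of the table each time, and ODC1 was at 34.5 to 38.7 times the RPKM of SAT1, or 80.1 times its CPM, a ratio not divided by length. MYC was at -0.034 to 0.065 when a library was left out, -0.034 without control replicate 3 and -0.027 without CREM siRNA replicate 1, and at 0.20 (adjusted p = 0.0394) and 0.28 (adjusted p = 0.0016) with scaling by GAPDH and by reference genes, over a range of adjusted p from 0.0016 to 0.977. EWSR1 and CDK4 turned to 0.045 and 0.14 with GAPDH scaling and to 0.12 and 0.22 with reference scaling, where GAPDH turned to 0.075 and CRTC3 to 0.047; these scalings move the median of all genes. Of 30 lists, 11 passed camera with the preset correlation (11 to 12 without each library), 0 with an estimated correlation (8 at an unadjusted p under 0.05), and 28 with fry, which does not compare a list with other genes; camera was not run for the equal-variance test and DESeq2. The columns of both groups are numbered by experiment, no source says what the libraries of a number share, and the values leave pairing open (correlations of 0.274, -0.035 and 0.136 between libraries of the same number, and 3 of 6 libraries closest to their own number), and with the number as a block 9665 genes changed and 464 passed the thresholds. The 10 splits of 6 libraries into 3 and 3 are too few for a share under 0.05: the real split gave 9102 genes (highest other 0, 1 split as large), 464 past the thresholds (highest other 3, 1 split as large) and 11 lists (highest other 12, 4 splits as large). The other splits mix the groups unequally, so they keep part of the group difference and add the rest of it to the spread within each side. Their counts are therefore no measure of what arises without the knockdown. Of 2570 values of 144 named genes other than CREM and MYC under the alternatives, 2542 kept their direction and side of the threshold, 22 no longer passed (5 genes) and 6 turned (4 genes); beyond the values named, the cause was not tested. At this depth 1 read of a 1 kb gene is worth up to 0.0577 RPKM, which limits the fold of genes such as ANGPTL7 and VEPH1 that are near 0 with control siRNA.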

Differences from the paper's values

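All tests of scale reported here were chosen after the values were seen, and the alternatives named were set before the data were examined. The paper gives nearly 14000 differentially expressed genes and its methods name a false discovery rate under 0.05, where 9102 had an adjusted p under 0.05 here. The difference is within 1.5 times with no filter on low values (10568), scaling by reference genes (9826), the CPM table (10037), the replicate block (9665), edgeR (10688) and DESeq2 (10098), and larger with the other 12 alternatives. Elsewhere the paper calls only part of its differentially expressed predicted targets significantly changed at P of at most 0.05. Its count of 14000 may thus rest on another threshold, and a near count here does not show that the measures are alike. The paper's number of genes at P of at most 0.05 and a log2 fold change of at least 2 is 712, and it was 464 here. It was 769 and 595 with 0.1 and 0.5 added in place of 1, 713 on the CPM table and 820 with the equal-variance test on unlogged values, none of which differs from the paper's by 1.5 times, whereas 14 alternatives do. The CPM table came nearest, and most expression levels of Table 1 also lie nearer to CPM than to RPKM. Whether the paper used the CPM scale for this count was not tested. The paper's number of upregulated genes in Table 1 is 5, and 8 of the Table 1 genes were higher here, with a difference below 1.5 times only with a mean of at least 5 RPKM (4) and without CREM siRNA replicate 2 (7). In these settings fewer genes were tested, 14 and 21, and 5 and 8 of them still ran opposite to the table.

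Table 1 labels its expression levels before knockdown as RPKM, but 20 of its 21 levels lie within 1.5 times of the deposited CPM and 3 of 21 within 1.5 times of the RPKM. Its level of CEP78 is 72, where CEP78 was at 30.8 CPM here, and levels were compared on the deposited values only. On the scale log2(CPM + 1), KIF11 fell by 2.96, RRM1 by 2.13 and CEP78 by 1.78. In the direction of decrease, the paper's log2 change of ODC1 is 3.536 and the value here was 3.07 on both scales, that of KIF11 is 3.322 (here 2.60) and that of CEP78 is 2.018 (here 1.51), and none of the 18 alternatives closes these differences. The paper's decrease of RRM1 is 2.257, and it was 2.06 here and 2.17 with DESeq2, which does not differ from the paper's. For genes of the opposite sign the paper's log2 change is followed by the value here and by that on the scale log2(CPM + 1), where a negative decrease is an increase. The decrease of SAT1 is 2.721 in the paper, and -2.77 and -2.78 here. That of APCDD1 is 2.531 in the paper, and -1.74 and -2.38 here. For LPAR3 it is 2.307 in the paper, and -1.37 and -2.24 here, and for CAPN3 it is 2.279 in the paper, and -2.20 and -2.30 here. For LYST it is 2.261 in the paper, and -1.20 and -2.07 here, and for B3GALT2 it is 2.2 in the paper, and -1.26 and -2.06 here. The increase of LRRN1 is 4.197 in the paper, and -3.96 and -4.01 here, that of UBE2T is 2.444 in the paper, and -2.58 and -2.57 here, and that of PTP4A1 is 2.441 in the paper, and -2.25 and -2.31 here. All 9 had the sign found here under every alternative that could test them. VEPH1, a decrease in the paper, was below the minimum here and rose by 2.66 on the scale log2(CPM + 1).

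The paper states that SAT1 was reduced after knockdown, and SAT1 was higher in all 3 CREM siRNA libraries here. The paper draws CCDC6 among the upregulated genes of heatmaps that hold genes past a fold threshold, and its log2 fold change was 0.18 here, while BCAR3, ID2, PLK2, H2BC21 and H2BC12 were past 2. The paper states that ODC1 transcripts were 100 times those of SAT1 before knockdown, and they were 80.1 times as many in CPM, within 1.5 times of the paper's value, but 36.2 times in RPKM. The methods state a normalization to GAPDH, and GAPDH had a log2 fold change of -0.19 in the deposited values. The statements on CREM, the 7 immunoblotted genes, ODC1 and MYC run the same way as the values here. On its immunoblot the paper found CREB unaltered, whereas CREB1 transcripts rose here (log2 fold change 0.67, adjusted p = 1.34e-06 from limma). Protein and transcript are different measures, so this is not a direct contradiction.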

Other observations

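No test below was chosen after the values were seen. Of 15 genes of the senescence-associated secretory phenotype, 10 were lower and 5 higher, with IGFBP3 (-2.69) and IL6 lower and TIMP2, an inhibitor of metalloproteinases, higher (1.21) (median log2 fold change -0.87, between -1.22 and -0.22 over the alternatives; camera adjusted p = 0.072, and 0.358 with an estimated correlation). The list passed in 4 of 16 alternatives, with an adjusted p between 9.62e-05 and 0.463. LMNB1, a nuclear lamin lost in senescence, was at -3.43, HMGB2, a chromatin protein, at -2.24, and the lysosomal genes CTSD and HEXA at 1.04 and 0.85. Of these 13 nuclear and lysosomal markers, 8 were higher, 4 were lower and 1 did not pass, and the median was 0.38, and 0.57 and 0.65 with scaling by GAPDH and by reference genes, but the mean -0.12 (camera adjusted p = 0.297, and 0.714 with an estimated correlation). Among 25 p53 targets and CDK inhibitors, 14 were higher, 8 were lower and 3 did not pass (median 0.23; 17 higher and 5 lower with scaling by GAPDH and by reference genes, with medians of 0.42 and 0.49; camera adjusted p = 0.245, and 0.39 with an estimated correlation). The p53 target TP53I3 was at 1.90 and the p53 antagonist MDM2 at -0.56. Of the CDK inhibitors, CDKN1C was at 0.78 and CDKN1B at 0.70 (113 to 184 CPM). Lower were CDKN2D at -1.77, CDKN2C at -0.90, CDKN2B at -0.74, CDKN2A at -0.28 and CDKN1A at -0.17. The change of CDKN1A is about the size of the shift of all genes under GAPDH scaling.

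Of 14 genes known to respond to cAMP through CREB, 8 were lower, 5 higher and 1 did not pass, with NPTX2 and SIK1 at -3.05 and -2.36 and the stress-induced factor ATF3 and the orphan receptor NR4A2 at 2.10 and 1.65 (camera adjusted p = 0.293, and 0.692 with an estimated correlation). The median of this list was -0.30 and lay between -0.41 and 0.06 over the alternatives, and its adjusted p between 0.0366 and 0.613. The translation factor EIF5A2 and its paralog EIF5A, which carry the spermidine-derived residue hypusine, were at -0.95 and -0.60, and DHPS, of the first step in making it, at -0.41, so that 3 of 4 genes of hypusination were lower and 1 did not pass (median -0.50, between -0.54 and -0.24 over the alternatives; adjusted p = 0.105, between 0.0343 and 0.221 over the alternatives, and 0.358 with an estimated correlation). Of 20 genes of the unfolded protein and integrated stress responses, 13 were lower, 5 higher and 2 did not pass, the chaperone gene SDF2L1 at -1.56 and XBP1 at -0.87 but PPP1R15A and DDIT3 at 1.84 and 1.30 (median -0.44, and -0.25 and -0.17 with scaling by GAPDH and by reference genes; adjusted p = 0.162, and 0.692 with an estimated correlation).

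Genes of the undifferentiated melanoma state moved in both directions, 7 of 13 higher, 3 lower and 3 not passing, with SNAI2 and THBS1 at 3.07 and 3.04 and LOXL2 at -2.32 (median 0.55, between 0.0048 and 0.82 over the alternatives; adjusted p = 0.162, between 0.0354 and 0.303 over the alternatives, and 0.508 with an estimated correlation). Of 26 genes of migration and adhesion, 14 were higher, 11 lower and 1 did not pass, with the hyaluronan receptor CD44 and the integrin ITGB8 at 2.44 and 1.56 and the integrin ITGB4 and the GTPase RHOB at -1.44 and -1.19 (median 0.51, between -0.000994 and 0.72 over the alternatives; 15 higher and 6 lower with scaling by GAPDH and by reference genes; adjusted p = 0.262, and 0.692 with an estimated correlation). Adjusted over the list alone, the counts of all lists named in this part were the same. Some listed genes lay below the minimum mean of 1 RPKM and were not tested. They were 12 of the secretory phenotype, 7 of the undifferentiated state, 6 each of the cAMP and migration lists and 3 of the p53 list. Of the epithelial markers listed, only ESRP1 (1.73) and KRT18 (-0.58) were past the minimum (adjusted p = 0.638, and 0.727 with an estimated correlation), and none of the 9 leukocyte, endothelial and erythroid markers was.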
